# Identification of reversible and druggable pathways to improve beta-cell function and survival in Type 2 diabetes

**DOI:** 10.1080/19382014.2023.2165368

**Published:** 2023-01-29

**Authors:** Smithamol Sithara, Tamsyn Crowley, Ken Walder, Kathryn Aston-Mourney

**Keywords:** Transcriptomics, gene expression, beta-cell, Type 2 diabetes, pharmacology, gene set enrichment analysis

## Abstract

Targeting β-cell failure could prevent, delay or even partially reverse Type 2 diabetes. However, development of such drugs is limited as the molecular pathogenesis is complex and incompletely understood. Further, while β-cell failure can be modeled experimentally, only some of the molecular changes will be pathogenic. Therefore, we used a novel approach to identify molecular pathways that are not only changed in a diabetes-like state but also are reversible and can be targeted by drugs. INS1E cells were cultured in high glucose (HG, 20 mM) for 72 h or HG for an initial 24 h followed by drug addition (exendin-4, metformin and sodium salicylate) for the remaining 48 h. RNAseq (Illumina TruSeq), gene set enrichment analysis (GSEA) and pathway analysis (using Broad Institute, Reactome, KEGG and Biocarta platforms) were used to identify changes in molecular pathways. HG decreased function and increased apoptosis in INS1E cells with drugs partially reversing these effects. HG resulted in upregulation of 109 pathways while drug treatment downregulated 44 pathways with 21 pathways in common. Interestingly, while hyperglycemia extensively upregulated metabolic pathways, they were not altered with drug treatment, rather pathways involved in the cell cycle featured more heavily. GSEA for hyperglycemia identified many known pathways validating the applicability of our cell model to human disease. However, only a fraction of these pathways were downregulated with drug treatment, highlighting the importance of considering druggable pathways. Overall, this provides a powerful approach and resource for identifying appropriate targets for the development of β-cell drugs.

## Introduction

β-Cell dysfunction, a combination of reduced β-cell secretory function and reduced β-cell mass, is an absolute requirement for the development of Type 2 diabetes (T2D).^1^ This dysfunction is progressive, occurring for several years prior to disease diagnosis and throughout the disease. At the time of diagnosis, patients have usually already lost over 50% of their β-cell function and this continues to decline.^1–4^ Along with this decline in function, there is also a continuous decline in β cell mass, mainly due to an increase in apoptosis.^4,5^ Clinically, this manifests as a requirement for additional therapies to maintain adequate glycemic control.^6^ Thus, the most efficient way to treat T2D would be to prevent or delay the onset of the disease by halting or slowing the progression of β-cell failure. Further, as β-cell dysfunction in T2D can be viewed as reversible, at least in the early years of the disease (<10 y),^7^ pharmacological interventions aimed at protecting the β-cells can potentially be used to restore, or at least prevent further loss of, β-cell function in subjects with diagnosed T2D which would result in better patient outcomes.

The increasing prevalence of T2D has led to different approaches in the discovery of new therapeutic targets for the treatment of hyperglycemia. Currently, there are several different drugs available; however, achieving and maintaining long-term glycemic control are still challenging with only 50% of the patients able to meet target glycemic levels.^8,9^ This could be due to the inability of these medications to target the root causes of the disease, especially the progressive decline in β-cell mass and function.^8,10,11^ In fact, no pharmacological agent has yet been shown to be capable of changing the natural course of β-cell dysfunction.^10,12^

Stressors on the β-cell thought to contribute to decreased β-cell function and mass include inflammatory stress, endoplasmic reticulum (ER) stress, metabolic/oxidative stress, amyloid stress and stressed islet integrity.^13^ What is clear is that β-cell failure is not a simple process but involves many different stressors, and despite much research it is not clear which pathway is disrupted first.^13^ However, even though several pathways are involved it has been suggested that given the likely overlap, crosstalk and convergence between pathways, targeting a single molecule could still affect multiple stressor pathways and have beneficial effects on β-cells.^13^ What is common for all of these pathways however is the upstream stressors of increased metabolic load and insulin resistance (demanding increased insulin release)^13^ each of which can be modeled experimentally by inducing chronic hyperglycemic stress. In fact, it has been suggested that initiating therapies aimed against β-cell glucose toxicity in the early stages of the disease will be of the utmost importance in treating and preventing T2D.^14^ It has also been suggested that the appropriate therapy needs to be selected based on the molecular mechanisms of glucose toxicity.^15^ However, given that the full molecular mechanisms of glucose toxicity are complicated and yet to be elucidated, this is very difficult. In addition, while hyperglycemia is bound to result in extensive molecular changes within the β-cell, only some of these changes will be involved in the pathology of β-cell failure. Therefore, identifying which changes are important to target therapeutically remains a challenge.

In complex disease like T2D, there are many genes involved which affect biological function in groups rather than alone. Therefore it may be more effective to understand the signaling pathways involved in the pathological mechanisms rather than individual genes. Other studies have used pathway-based genetic approaches to obtain interesting and relevant pathway outcomes linked to complex diseases such polycystic ovary syndrome, bipolar disorder, coronary artery disease, Crohn’s disease, hypertension, rheumatoid arthritis, Type 1 diabetes, and T2D illustrating the potential of a pathway-based approach in characterizing and identifying novel pathways associated with complex disease.^16–22^

Previous studies have identified pathways associated with T2D by comparing nondiabetic and diabetic subjects.^23–26^ Finding out what pathways are involved in a disease and identifying which of these pathways are affected in each patient may provide more understanding of T2D and could lead to new strategies for diagnosing, treating and preventing disease. However, whether these pathways are altered as a result of the disease or are involved in the pathogenesis of the disease can be difficult to determine. Further, whether these can be effectively targeted pharmacologically, and result in an improvement in the disease state is uncertain. Hence, in this study, we have taken a new approach to this type of analysis. Here we looked at the pathways that are not only changed in a diabetes-like state but are also reversible and can be targeted by drugs. To our knowledge, this is the first study of this kind, which looks at both induction and reversal of dysfunction. This study therefore provides a novel insight into the transcriptional changes accompanying dysfunction of β-cells as well as the successful reversal of dysfunction.

We propose that by using a cocktail of drugs that can successfully treat β-cells undergoing hyperglycemic stress, we can not only prolife the global transcriptomic changes that occur under hyperglycemic conditions but also identify those changes that are reversible pharmacologically. By identifying the pathways that reverse with successful treatment of β-cells, we suggest that this can contribute to target drug design efforts to overcome the current difficulty in identifying drugs that have an overall beneficial effect to protect β-cells in T2D.

## Materials and methods

### Cell treatment

INS 1E cells were treated with Roswell Park Memorial Institute 1640 medium (Gibco Thermo Fisher) supplemented with 10% heat-inactivated fetal bovine serum (Gibco Thermo Fisher), 1% sodium pyruvate, 0.05 mM 2-mercaptoethanol, 1% HEPES and 1% penicillin and streptomycin containing either standard 11.1 mM glucose (as a normal glucose (NG) treatment) or 20 mM glucose (as a high glucose (HG) treatment). It should be noted that a glucose concentration of 11.1 mM is considered normal in culture of β-cells and islets.

For reversal of the HG effects, a cocktail of agents (50 nM Exendin-4, 250 μM metformin and 250 μM sodium salicylate) was added in the final 48 h of the 72-h treatment.

### Cell function

INS-1E cells were first reset to their basal state by incubation for 30 min with 2 mM glucose Krebs–Ringer bicarbonate HEPES (KRBH) buffer. The buffer was then changed to KRBH containing either 2 mM glucose (basal) or 20 mM glucose (stimulated) for 45 min and the supernatant collected for insulin measurement using the Mouse Insulin Ultra-Sensitive ELISA kit (Alpco Diagnostics).^27^ Insulin measurements were normalized to cell number, determined by the CyQUANT Assay (Molecular Probes) as per the manufacturer’s directions.

### Apoptosis

Caspase-3/7 activity was measured using the Caspase-glo 3/7 assay kit (Promega Biosciences) as per manufacturer’s instructions.

### Statistical analysis

Twenty  independent experiments, each with triplicate repeats, was performed. Insulin secretion and apoptosis data were normally distributed and were compared by two-way analysis of variance using least significant difference post hoc analysis with *p* < .05 considered significant.

### RNA extraction, quantification and quality analysis

Treated INS1E cells (*n* = 20) were collected in TRIzol reagent (Invitrogen), RNA extracted by chloroform/ethanol extraction followed by purification using RNeasy Mini columns (Qiagen). The quality and quantity of the RNA were determined using the Agilent Bioanalyzer (Agilent Technologies) and RNA 600 Nano Assay kit (Agilent).^28^ Samples with an RNA Integrity Number (RIN) value ≥7 were deemed sufficient quality for RNAseq (all samples in this study had RIN >9).

### RNAseq

Samples were prepared using the Illumina TruSeq RNA Sample Preparation Kit v2 (Illumina) using TruSeq RNA Sample Preparation v2 LS protocol and 15 indexed adapters as per the manufacturer’s instructions. Verification of the size of PCR enriched fragments was performed using Agilent 2100 Bioanalyzer (Agilent Technologies) and a DNA 1000 chip. To quantify the prepared libraries, qPCR was used according to the Illumina qPCR Quantification Protocol Guide. Indexed DNA samples were normalized to 10 nM and the DNA templates were pooled together for cluster generation in four batches of 15 samples. Next-generation sequencing was then performed using lllumina’s HiSeq 2500 (San Diego).

### RNAseq data analysis

RNAseq data analysis was performed using Illumina BaseSpace cloud computing environment (https://basespace.illumina.com). Quality control of the raw sequence data was performed using the BaseSpace app FastQC Version 1.0.0.^29^ One sample was not of sufficient quality and was excluded from further analysis, while all other samples exceeded the minimum quality value and were well above Q30 (highest quality range). The sequences were trimmed to remove adapter sequences using FASTQ Toolkit Version: 2.0.0 by BaseSpace Labs^30^ and then aligned against the reference genome (Rattus norvegicus UCSC rn5 (RefSeq gene annotations)) using TopHat Alignment app by Illumina.^31^ Quantification or Fragments Per Kilobase of transcript (FPKM) estimation of the reference genes and transcripts were performed using Cufflinks 2.^32^ The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^33^ and are accessible through GEO Series accession number GSE218540 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218540).

### Gene set enrichment analysis (GSEA)

RNAseq data (*n* = 19–20) was first corrected using software packages developed in version 2.6.0 of Bioconductor and R version 2.10.1^34,35^ and adjusted for false discovery rate (FDR). The resulting data were then analyzed using the GSEA software developed by the Broad Institute as per their instructions^36^ using treatment group (NG, HG or HG + drugs) as a categorical label and the platforms Reactome, KEGG and Biocarta. Using a permutation test with 1,000 repetitions, the cutoff of significance level *p*-values was chosen as <0.05 for the significant pathways with any gene sets that had <10 genes and >500 genes being excluded to avoid inflated scores for small gene sets and inaccurate normalization for larger gene sets. From this analysis, genes were ranked based on their magnitude of the difference in expression between the phenotypic states. The key scores for this analysis were as follows: (1) Normalized Enrichment Score (NES): the degree to which a set of genes is overrepresented with the magnitude of the increment dependent on the correlation of the gene to the phenotype normalizing to the size of the gene set, (2) FDR corresponding to each NES to correct for gene set size and multiple hypotheses testing. An FDR ≤0.25 is recommended by the software developers to identify significantly associated gene sets.^37^ The gene sets with an FDR <0.25 were considered for the NG vs HG analysis and an FDR <0.3 for HG vs HG + drugs (as this was a smaller data set). As the final step, each pathway was classified based on its function as identified in Reactome and manually assigned to functional classes.

## Results

### A cell model of reversible β-cell dysfunction

The ideal point at which to intervene with β-cell protective treatments would be when an individual is first diagnosed with T2D (or pre-diabetes) before they lose too much β-cell functional mass that the treatment would not be effective. Therefore, we aimed to use a cell model where early dysfunction has been induced, but some function still remains. INS-1E cells were cultured in HG (20 mM) to induce dysfunction. After 24 and 48 h in HG, GSIS was reduced by 38 ± 3.7% and 61 ± 9.6%, respectively (Figure 1a). The decline in function at 24 h mimics early dysfunction, while the progressive decline over the following 24 h mimics what would happen without treatment. Therefore, HG treatment for 24 h was selected as the optimal initial treatment prior to reversal treatment due to its ability to induce dysfunction yet not cause such overt damage that drug treatments would not be able to reverse the dysfunction.

**Figure 1.**
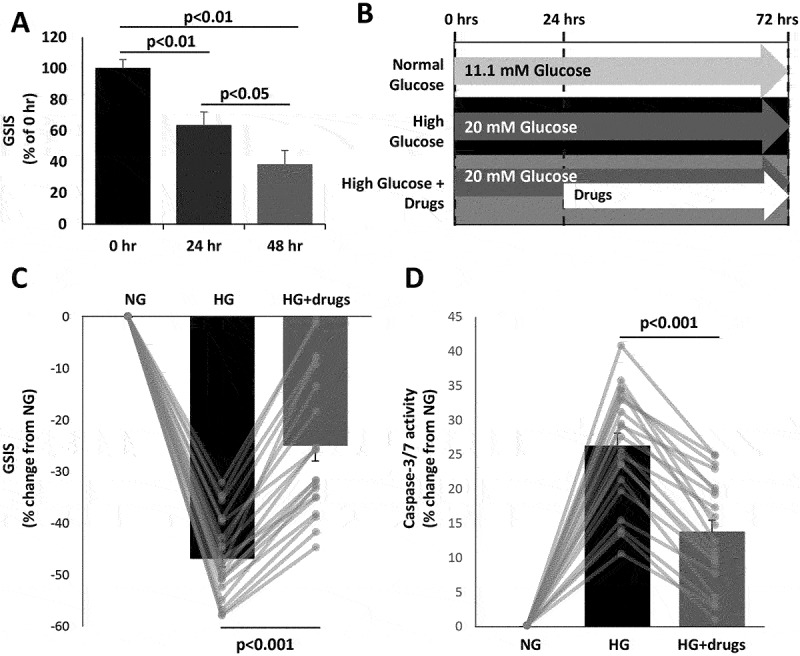
Induction and reversal of glucose induced β-cell dysfunction and reduced viability. (A) Glucose-stimulated insulin secretion (GSIS) in INS1E cells cultured in 20 mM glucose (high glucose) for 0, 24 or 48 h. *N* = 4 independent experiments. (B) Treatment protocol, INS1E cells cultured in 11.1 mM glucose for 72 h (normal glucose, NG), 20 mM glucose for 72 h (high glucose, HG) or 20 mM glucose for an initial 24 h and then 20 mM glucose plus drugs (250 μM metformin, 50 nM exendin-4 and 250 μM sodium salicylate) for 48 h (HG + drugs) with drugs refreshed after 24 h. (C) Change in glucose-stimulated insulin secretion (GSIS) and (D) change in apoptosis (caspase-3/7 activity) from NG, bars show average + SEM with individual experiments shown in gray lines. *N* = 20 independent experiments.

Several drugs were screened for their ability to reverse dysfunction. The final cocktail and the concentrations used (50 nM exendin-4 and 250 μM NaS) were selected so that each drug had an intermediate effect on cell function and/or apoptosis and the effect of one drug would not be predominant (250 μM metformin). This was to ensure that the resultant pathway results would not simply represent the effects of one drug but be more representative of the functional state of the cells. Metformin, a common treatment for T2D acting on the liver to reduce glucose production, has also been shown to have a direct effect on β-cells and islets to increase viability and function.^38,39^ Exendin-4 is a GLP-1 receptor agonist that can directly increase insulin secretion and proliferation^40^ while NaS is an anti-inflammatory agent that has also been shown to have direct, positive effects on islets.^41^ Thus, while this combination of drugs is not routinely used in patients, each of the drugs acts via a different mechanism to protect β-cells. Therefore, by using the combination of these drugs the resultant pathway findings would be more likely to be representative of the overall function of the cells rather than showing the effect of a single drug.

The final cell model is represented in Figure 1b. After exposure of INS-1E cells HG for 72 h, cell function was reduced by 47 ± 1.7% and apoptosis was increased by 26 ± 1.9% compared to NG (Figure 1c and d, respectively). Treatment with 250 μM metformin, 50 nM exendin-4 and 250 μM NaS during the final 48 h of the HG treatment (HG + drugs) reversed the impairment in cell function by 49 ± 5.5% and apoptosis by 51 ± 4.5% compared to HG alone (Figure 1c and d, respectively). These results show that we successfully created a cell-based model where we induced and reversed β-cell dysfunction/reduced viability.

### Pathways altered with HG and reversed with drugs

There were clear differences in overall gene expression in cells treated with HG compared to those treated with NG (Figure 2). 

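RNA from INS-1E cells, a rat insulinoma line that secretes insulin in response to glucose, was sequenced in 59 libraries. Of these, 20 came from cells in NG (11.1 mM glucose for 72 h), 20 from cells in HG (20 mM glucose for 72 h) and 19 from cells in 20 mM glucose for 72 h with drugs during the final 48 h (HG + drugs). The drugs were exendin-4 (50 nM), metformin (250 μM) and sodium salicylate (250 μM). The paper describes the replicates as independent experiments and excluded a library for quality, and replicate 16 of HG + drugs is not analysed here. The libraries were made with a TruSeq kit that captures polyadenylated RNA. The authors trimmed adapters, aligned the reads to build rn5 of the rat genome with RefSeq annotation in TopHat and estimated FPKM, which scale fragments by transcript length and library total, in Cufflinks for 18331 transcripts. The depth was read from the low values, since in transcripts whose symbol has a single entry 83.2% of 63138 low values were whole numbers of reads within 0.05 reads. This gave 6.95 to 9.51 M reads per library in NG (median 8.60), 7.06 to 10.3 M in HG (median 8.73) and 7.66 to 9.76 M in HG + drugs (median 8.88). At the median depth, 1 FPKM of a transcript of median length (2094 bases) is 16.3 reads. From the deposited FPKM, the 10660 transcripts with a mean of at least 1 FPKM were tested in limma on log2(FPKM + 1), with the 3 groups in 1 fit and Benjamini-Hochberg adjustment within each comparison. Fold changes are on this scale, which understates the change of low transcripts. Several choices could move these values. FPKM depends on the total of each library, and Ins1 and Ins2 together held 14.1% ± 1.87 (SD, n = 20) of the summed FPKM in NG, 9.41% ± 1.66 (n = 20) in HG and 11.1% ± 1.95 (n = 19) in HG + drugs. As both transcripts are short, their estimated share of the reads, by which FPKM is scaled, was smaller. Its mean was 2.86% in NG, 1.85% in HG and 2.23% in HG + drugs. Isoforms of 932 symbols have separate entries, between which Cufflinks divides shared reads, and the effective length behind FPKM (here the transcript length less 202 bases) becomes unreliable for the shortest transcripts.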

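With HG, 1936 of the 10660 transcripts rose and 2342 fell compared to NG at an adjusted p under 0.05 from limma. The changes were mostly small, with a median absolute log2 fold change of 0.17 among the changed transcripts, while 42 rose and 10 fell by more than 1. G6pc, the catalytic subunit of glucose-6-phosphatase, rose from 2.05 ± 1.16 FPKM (SD, n = 20) to 9.49 ± 3.49 FPKM (SD, n = 20), a log2 fold change of 1.79 (SE 0.19, adjusted p = 6.8e-12). Slc2a4, the insulin-responsive glucose transporter GLUT4, rose by 1.66 (SE 0.10, adjusted p = 2.3e-22), and both were higher with HG in 20 of 20 replicate numbers. The secreted peptide gene Prok2 (2.75), the calcium-binding protein gene S100a4 (2.55), the interleukin receptor gene Il17rb (1.56), the potassium channel subunit gene Kcnab3 (1.53), the fatty acid binding protein gene Fabp3 (1.49), the galectin gene Lgals9 (1.47) and the lipolysis inhibitor gene G0s2 (1.41) were also among the 10 largest rises in log2 fold change. Each was higher in 20 of 20 replicate numbers. Ins2 was among the largest falls, from 15857 ± 3528 FPKM (SD, n = 20) to 4582 ± 1415 FPKM (SD, n = 20), a log2 fold change of -1.82 (SE 0.13, adjusted p = 2.6e-18). Its sequence is similar to that of Ins1, so reads can be divided between the genes. Ucn3, which encodes a peptide hormone of mature β-cells, fell from 4.86 ± 2.22 FPKM to 0.866 ± 0.716 FPKM (SD, n = 20 each). Among the other falls were the purinergic receptor gene P2ry1 (log2 fold change -1.16), the metallothionein gene Mt2A (-1.15), the collagen gene Col27a1 (-1.11) and the adhesion molecule gene Cntn3 (-0.99), all lower in 20 of 20 replicate numbers. The microRNA precursor Mir23b had the largest fall (-3.16, adjusted p = 0.0020) but is 97 bases long, too short for a reliable FPKM. Lowered transcripts made up 54.7% of those changed, and 49.7% when libraries were scaled by the median ratio.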

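Drugs moved 923 transcripts compared to HG at an adjusted p under 0.05 from limma, 445 up and 478 down. None moved by more than 1 in log2(FPKM + 1), a scale that understates the change of low transcripts. Ucn3, for example, had a mean of 0.866 FPKM in HG and 2.89 FPKM in HG + drugs. With a term for each replicate number in the fit, 2096 changed. Neither the paper nor the labels say that libraries of equal number share an experiment, so this term was used only as an alternative. Deviations from the group means correlated by 0.139 on average between libraries of equal number. Between different numbers within 15 consecutive sample numbers the mean was 0.017. Among the libraries of the other groups, the closest one had the same number for 27 of 59 libraries. Kdr, which encodes a receptor of vascular endothelial growth factor, had 1.38 ± 0.437 FPKM (SD, n = 20) in NG, 2.60 ± 0.723 FPKM (SD, n = 20) in HG and 1.14 ± 0.362 FPKM (SD, n = 19) in HG + drugs. Its fall with drugs was a log2 fold change of -0.74 (SE 0.09, adjusted p = 1.3e-08), in 18 of 19 replicate numbers. Kitlg, the ligand of the receptor Kit, was lower with drugs in 19 of 19 replicate numbers (log2 fold change -0.78, SE 0.13, adjusted p = 4.8e-05), after a rise of 1.04 with HG (SE 0.13, adjusted p = 2.0e-09). Prok2 (-0.94), G6pc (-0.91) and S100a4 (-0.81) fell with drugs but stayed above NG by log2 fold changes of 1.81, 0.88 and 1.74. In the other direction, Ucn3 rose by a log2 fold change of 0.91 (SE 0.20, adjusted p = 0.0016), and Scg2, which encodes the granule protein secretogranin II, had 100 ± 17.1 FPKM in NG (SD, n = 20), 69.8 ± 14.9 FPKM in HG (SD, n = 20) and 104.7 ± 18.8 FPKM in HG + drugs (SD, n = 19). Each library was given a score on the line from the NG mean (0) to the HG mean (1), computed without the libraries of its own replicate number. The mean score was 0.645 ± 0.151 (SD, n = 19) in HG + drugs, against 0.933 ± 0.0895 (SD, n = 20) in HG and 0.0744 ± 0.0827 (SD, n = 20) in NG. HG + drugs lay below HG in 18 of 19 replicate numbers and above NG in 19 of 19 (two-sided permutation tests, p = 1e-05 for each, the smallest that 100000 resamples can give). The exception was number 13, with the lowest score among the HG libraries (0.705) and the highest among the HG + drugs libraries (0.978). Without these 2 libraries, in a setting chosen after the data were seen, 1255 transcripts changed with drugs. The paper does not say which libraries formed its sequencing batches. In the 4 sets of 15 consecutive sample numbers, the mean score with drugs was 0.505, 0.647, 0.721 and 0.721, against 0.898, 0.945, 0.875 and 1.01 with HG. Across transcripts, which are not independent replicates, the fold changes with drugs and with HG had a correlation of -0.65, but both use the same HG libraries, and simulated unchanged groups that shared them gave -0.50. The covariance was -0.0165, against -0.00378 in the simulation. With the HG libraries divided at random so that none served both comparisons, the mean correlation was -0.41 (SD 0.019 over 100 divisions), and the drugs undid 33.6% of the change with HG.

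**Figure D1:**
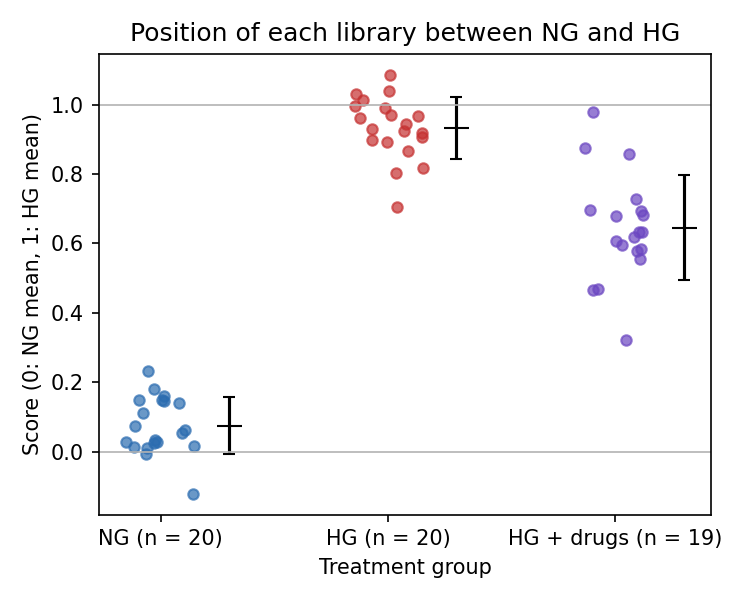
Score of each library between the NG mean (0) and the HG mean (1) of log2(FPKM + 1), with points for libraries in NG (n = 20), HG (n = 20) and HG + drugs (n = 19) and the group mean ± SD beside them. The HG + drugs libraries lie between 0.322 and 0.978, the NG libraries between -0.121 and 0.232 and the HG libraries between 0.705 and 1.09.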

When cells were treated with HG + drugs for the final 48 h to restore cell function, the overall gene expression changes were partially restored toward the levels in NG-treated cells (Figure 2).

**Figure 2.**
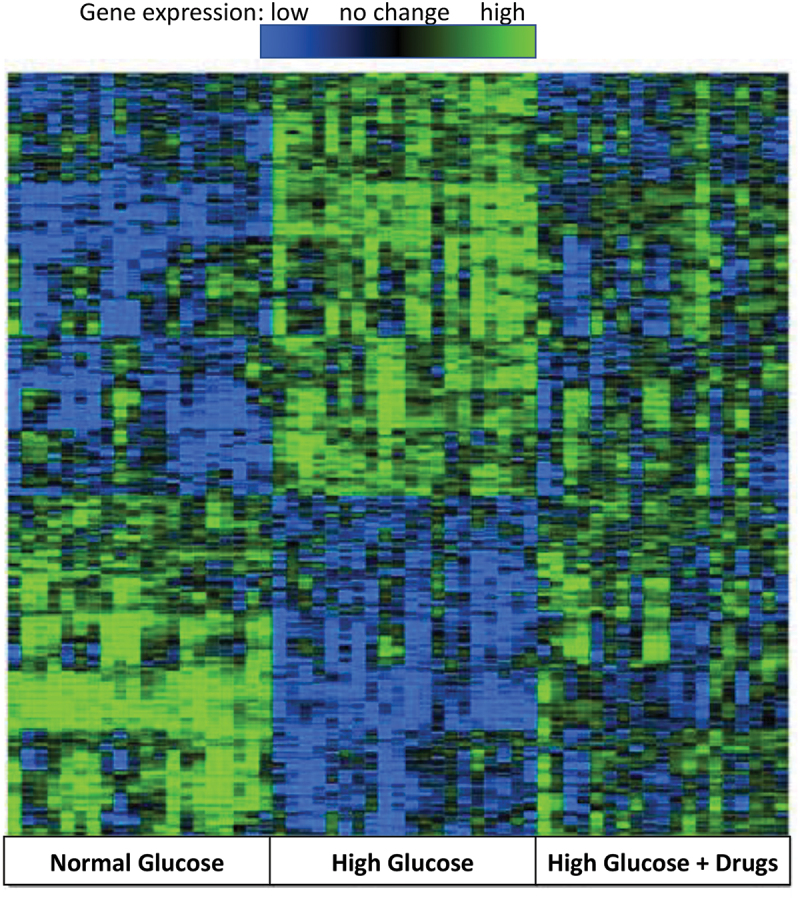
Overall gene expression changes in normal glucose, high glucose and high glucose + drugs INS-1E cells. Highest expression (green), lowest expression (blue) through not changed (black). Genes showing an interquartile range <0.25 are not shown. *N* = 20 independent experiments.

GSEA was then performed on all genes to allocate them into gene sets based on their known functions. 

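The members of the Reactome, KEGG and Biocarta sets are not given in the paper's text, so 54 lists of rat genes were written for the processes that the paper names, for other functions of β-cells and for markers of other cell types, before the data were examined. Of these, 50 had at least 5 measured members and were tested with camera, a test in limma that asks whether the genes of a list move further in a direction than the other genes, with its preset correlation between genes of 0.01. Because genes of a list that vary together can make this test too liberal, each list was also tested with its own estimated correlation. A running-sum score like that of GSEA was computed with 100 permutations of the group labels. Another test, fry, asks whether the genes of a list move on balance in a direction and does not compare them with other genes. A list named after a pathway of the paper, such as BAD or NOS1, holds genes chosen from knowledge of that pathway and is not the paper's gene set.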

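HG moved the lists mostly upward. Of the 50 lists, 19 were raised and 3 lowered with HG compared to NG at an adjusted p under 0.05 from camera, and 17 were raised and 0 lowered in the running-sum test at a false discovery rate under 0.25. The paper also required a p under 0.05, which 13 of the 17 had. By camera 22 lists moved, and when NG and HG libraries were regrouped at random up to 23 did. As many as 22 moved in 3 of 100 splits, the real one included. With estimated correlations 3 lists stayed raised, the targets of the glucose-responsive factor ChREBP, the enzymes of glutathione metabolism and those of fatty acid synthesis, and 1 stayed lowered, the markers of β-cell identity. The genes of tubulin folding were among those raised. Of 30 measured tubulins and chaperonin or prefoldin subunits, 15 rose and 1 fell (also 15 and 1 adjusted over the list alone), with a median log2 fold change of 0.10 (camera adjusted p = 4.6e-05, adjusted p = 0.25 with an estimated correlation). The prefoldin subunit gene Pfdn1 rose by a log2 fold change of 0.40 (SE 0.03, adjusted p = 1.9e-16) and the tubulin genes Tubb5 and Tuba1a, which have close copies, by 0.30 (SE 0.03, adjusted p = 5.7e-13) and 0.36 (SE 0.05, adjusted p = 9.0e-09). Of 26 measured nucleoporins, the proteins of the nuclear pore, 9 rose and 1 fell (9 and 1 adjusted over the list alone; camera adjusted p = 0.013, adjusted p = 0.25 with an estimated correlation). The markers of β-cell identity moved the other way. Of 31 measured, 20 fell and 4 rose (22 and 4 adjusted over the list alone), with a median log2 fold change of -0.18 (camera adjusted p = 5.8e-06, adjusted p = 0.037 with an estimated correlation). Among them, Slc30a8, the zinc transporter of insulin granules, fell from 838 to 654 FPKM (log2 fold change -0.36, SE 0.03, adjusted p = 2.3e-18), the prolactin receptor gene Prlr by a log2 fold change of -0.48 (SE 0.05, adjusted p = 7.6e-11) and Ero1lb, which encodes an oxidase for protein folding in the endoplasmic reticulum, by -0.56 (SE 0.07, adjusted p = 1.4e-10). Each was lower in 20 of 20 replicate numbers.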

No pathways were significantly reduced with HG treatment compared to NG, but 109 pathways were significantly increased (Supplemental Table 1). To get a better understanding of these gene set pathways, they were then mapped into functional classes. These 109 pathways could be mapped into seven functional classes: ‘cellular processes/cell cycle,’ ‘metabolism,’ ‘signal transduction,’ ‘apoptosis,’ ‘neuronal systems,’ ‘human diseases’ and ‘extracellular matrix’ (Figure 3). The majority of these pathways have been previously identified as playing a role in diabetes which validates this cell model and analysis for its relevance to human disease.

**Figure 3.**
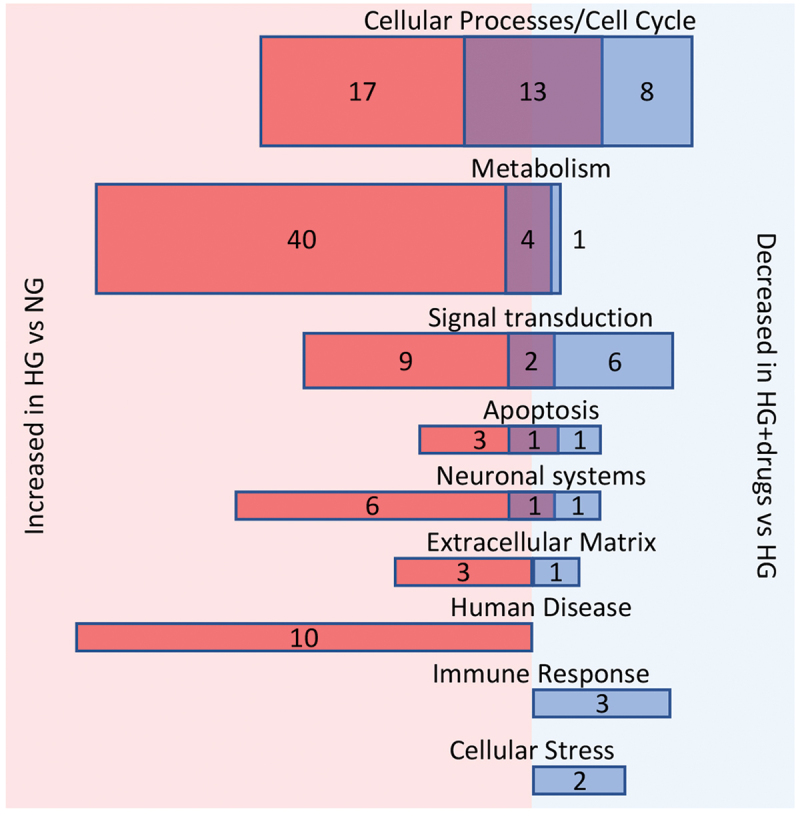
Pathways enriched in HG vs NG and/or HG + drugs vs HG. Number of significantly enriched pathways from gene set enrichment analysis (GSEA) in each functional pathway classification. Red, pathways increase in high glucose (HG) vs normal glucose (NG); Blue, pathways decreased in HG + drugs vs HG; Purple overlap, pathways both increased with HG (vs NG) and then decreased with drugs (vs HG alone). Size of the bars is representative of the number of pathways.

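With drugs the lists moved mostly downward. Compared to HG, 18 of the 50 lists were lowered and 2 raised at an adjusted p under 0.05 from camera, and 16 were lowered and 0 raised in the running-sum test at a false discovery rate under 0.3, of which 10 also had a p under 0.05. When HG and HG + drugs libraries were regrouped at random, up to 18 lists moved by camera, against 20 in the real split. With estimated correlations 3 lists stayed lowered, centrosome, glucose metabolism and glycolysis, and 0 stayed raised. Of 26 measured targets of cyclic AMP signaling, the pathway through which GLP-1 receptor agonists act, 3 fell and 1 rose with drugs (8 and 1 adjusted over the list alone; camera adjusted p = 0.033, adjusted p = 0.44 with an estimated correlation, and 0.27 among transcripts with a mean of at least 5 FPKM). The immediate early genes Dusp1 and Junb fell by log2 fold changes of -0.26 (SE 0.05, adjusted p = 9.3e-04) and -0.33 (SE 0.07, adjusted p = 0.0016), while Scg2 was the member that rose. Of 20 measured genes induced by hypoxia, 2 fell, Pfkfb3 (log2 fold change -0.34, adjusted p = 0.018) and Pfkfb4 (-0.21, adjusted p = 0.035), both of which encode regulators of glycolysis, and 3 fell when adjusted over the list alone (camera adjusted p = 0.0014, adjusted p = 0.51 with an estimated correlation). The markers of β-cell identity were raised as a list, with 8 of 31 up and 1 down (9 and 1 adjusted over the list alone; camera adjusted p = 0.0037, adjusted p = 0.20 with an estimated correlation). The transcription factor gene Rfx6 went from 13.3 FPKM in HG to 16.1 FPKM in HG + drugs (log2 fold change 0.26, SE 0.05, adjusted p = 2.4e-04) and Prlr from 12.7 to 15.3 FPKM (0.26, SE 0.06, adjusted p = 0.0012). Of 20 measured enzymes of fatty acid oxidation, 8 rose and 1 fell (10 and 2 adjusted over the list alone; camera adjusted p = 0.0064, adjusted p = 0.20 with an estimated correlation). With HG, 3 genes of the list had risen and 9 fallen (4 and 11 adjusted over the list alone; camera adjusted p = 0.12, or 0.034 without a minimum FPKM and 0.43 with an estimated correlation; adjusted p = 3.0e-04 by fry, which does not compare a list with other genes), and 6 of those that fell with HG rose with drugs. Acadl, a mitochondrial acyl-CoA dehydrogenase, rose by a log2 fold change of 0.17 (SE 0.04, adjusted p = 9.5e-04) and Slc25a20, the carnitine carrier of the mitochondrial membrane, by 0.23 (SE 0.05, adjusted p = 0.0014).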

With drug treatment, no pathways were significantly increased while 44 pathways were significantly reduced with the successful drug cocktail treatment (HG + drugs compared to HG, Supplemental Table 2). These pathways were then mapped into functional classes revealing significant changes in genes involved in the control of several aspects of β-cell function such as, ‘cellular processes/cell cycle,’ *‘*metabolism,’ *‘*signal transduction,’ *‘*apoptosis,’ *‘*neuronal systems,’ *‘*extracellular matrix,*‘*immune responses’ and ‘cellular stress’ (Figure 3).

Of the 109 pathways enriched with HG and the 44 pathways downregulated by drug treatment, 21 pathways were common (Figure 3). 

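By camera, 12 lists were raised by HG and lowered by drugs. They were glycolysis, glucose metabolism, ChREBP targets, fatty acid synthesis, cholesterol synthesis, licensing of DNA replication, DNA strand elongation, G1/S transcription, mitosis, the whole cell cycle, tubulin folding and DARPP32 events. With estimated correlations 0 of the 12 kept both calls, as only ChREBP targets and fatty acid synthesis stayed raised with HG and only glycolysis and glucose metabolism stayed lowered with drugs. In the running-sum test 11 lists were raised and then lowered, all but glucose metabolism and DARPP32 events of those just named and in addition the list of Wnt signaling. Of these 11, 6 had a p under 0.05 in both comparisons, a limit that the paper also set. By camera the Wnt list was not called (adjusted p = 0.89 with HG and 0.27 with drugs; 0.92 and 0.53 with an estimated correlation), as 3 of its 19 genes rose and 3 fell with HG and the median log2 fold change was -0.02. In that list Fzd1, a Wnt receptor gene, went from 1.96 ± 0.279 FPKM (SD, n = 20) in NG to 5.03 ± 0.807 FPKM (SD, n = 20) in HG and 3.26 ± 0.522 FPKM (SD, n = 19) in HG + drugs. In the opposite direction only the markers of β-cell identity were lowered by HG and raised by drugs by camera, and with an estimated correlation they kept the call with HG (adjusted p = 0.037) but not the one with drugs (0.20). Both comparisons use the same HG libraries, which by itself adds to such overlaps.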

There was an additional 88 pathways upregulated with HG but unchanged with drug treatment and 23 pathways unchanged with HG but downregulated with drug treatment (Figure 3).

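By camera, 7 lists were raised by HG and not lowered by drugs, namely ribosomal proteins, oxidative phosphorylation, the tricarboxylic acid (TCA) cycle, translation initiation, tRNA synthetases, nucleoporins and glutathione metabolism. With estimated correlations only glutathione metabolism stayed raised (adjusted p = 0.023, against 0.25 to 0.50 for the other 6). In glutathione metabolism, Gstm5, a glutathione transferase gene with close copies in the same family, had 13.2 FPKM in NG, 29.0 FPKM in HG and 26.7 FPKM in HG + drugs, a log2 fold change of 1.08 with HG (SE 0.05, adjusted p = 7.4e-26) and of -0.12 with drugs (adjusted p = 0.17). With drugs, 2 of the 28 measured genes of the list rose and 2 fell (3 and 5 adjusted over the list alone; camera adjusted p = 0.37). Another 6 lists were lowered by drugs without being raised by HG, namely BAD, centrosome, gluconeogenesis, hypoxia, targets of cyclic AMP and the pentose phosphate pathway. With estimated correlations only centrosome stayed lowered (adjusted p = 0.0098), while the adjusted p was 0.18 for BAD and for gluconeogenesis, 0.51 for hypoxia, 0.44 for targets of cyclic AMP and 0.20 for the pentose phosphate pathway. Tkt, which encodes transketolase in the pentose phosphate pathway, nonetheless rose with HG from 149 ± 8.26 FPKM (SD, n = 20) to 238 ± 15.2 FPKM (SD, n = 20) and stood at 200 ± 16.7 FPKM (SD, n = 19) with drugs. Oxidative phosphorylation was lowered by drugs over the 19 replicate numbers present in all 3 groups (camera adjusted p = 0.036), but not over all libraries (0.22, and 0.78 with an estimated correlation). A list past the threshold in only 1 of the comparisons is not thereby shown to respond differently in the other.

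**Figure D2:**
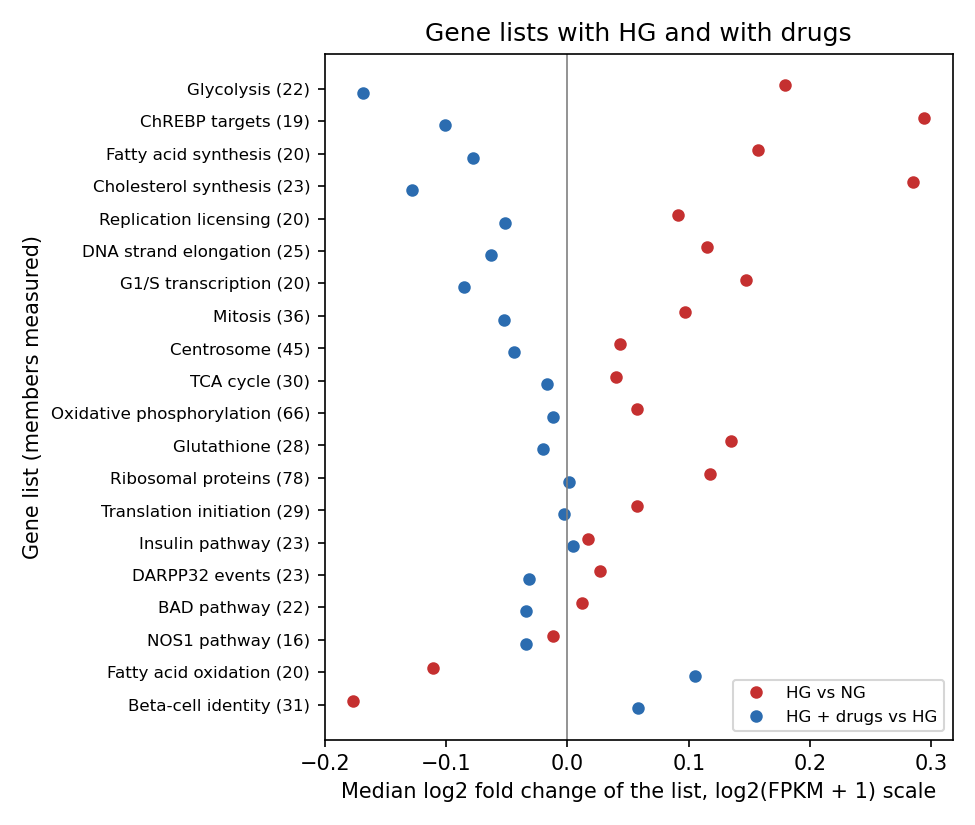
Median log2 fold change of 20 gene lists on the log2(FPKM + 1) scale. Points show HG compared to NG (red) and with HG + drugs compared to HG (blue), and the number of measured members after each name. The median of glycolysis was 0.18 with HG and -0.17 with drugs, while that of the ribosomal proteins was 0.12 with HG and 0.001 with drugs.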

#### Cellular processes/cell cycle pathways

Of the pathways identified, those involved in cellular processes were one of the largest components. 30 pathways were upregulated with HG and 21 downregulated with drugs (Supplemental Tables 1 and 2, respectively). Of these, 13 pathways were common. 

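Lists of DNA replication genes were raised with HG and lowered with drugs by camera with its preset correlation, but with estimated correlations no call was left. Of 20 measured genes that license replication origins, 9 rose and 0 fell with HG, and 3 fell and 0 rose with drugs (7 fell adjusted over the list alone). Mcm5, a subunit of the replicative helicase, rose from 38.6 to 44.6 FPKM with HG (log2 fold change 0.20, SE 0.03, adjusted p = 2.0e-06) and stood at 40.0 FPKM with drugs (-0.16, SE 0.04, adjusted p = 0.0012). The kinase gene Cdc7 rose by a log2 fold change of 0.49 (SE 0.07, adjusted p = 1.4e-08) and fell by 0.27 with drugs (adjusted p = 0.0058). Of 25 genes of DNA strand elongation, 14 rose and 1 fell with HG, and 6 fell with drugs (8 adjusted over the list alone). These included the replication factor C genes Rfc3 (log2 fold change -0.21, SE 0.04, adjusted p = 1.0e-04) and Rfc4 (-0.13, SE 0.03, adjusted p = 0.0065). Of 20 genes of G1/S transcription, 14 rose with HG and 0 fell, and 2 fell with drugs (8 adjusted over the list alone). Those 2 were the DNA polymerase gene Pola1 and the cyclin gene Ccne2. E2f1, a transcription factor of entry into S phase, rose by a log2 fold change of 0.21 (SE 0.03, adjusted p = 3.5e-08). Of 36 genes of the kinetochore and spindle, 17 rose with HG and 0 fell, and 3 fell with drugs (also 3 adjusted over the list alone). They were the motor gene Kif11, the kinase gene Aurkb and the kinetochore gene Ndc80. By camera, the adjusted p with HG was 0.0018, 5.6e-04, 1.1e-04 and 4.9e-05 for these 4 lists in order and with drugs 0.0017, 4.35e-05, 1.2e-04 and 1.9e-04. With estimated correlations the adjusted p was 0.22 for licensing, strand elongation and G1/S transcription and 0.37 for mitosis in HG, and 0.20, 0.18, 0.21 and 0.51 in order with drugs. Of 45 measured centrosome genes, 14 rose and 7 fell with HG (camera adjusted p = 0.061, or 0.030 without a minimum FPKM and 0.22 with an estimated correlation; adjusted p = 4.8e-07 by fry, which does not compare a list with other genes), and 5 fell and 0 rose with drugs (6 fell adjusted over the list alone; camera adjusted p = 1.9e-04, adjusted p = 0.0098 with an estimated correlation). The tubulin gene Tubg1 was among them (log2 fold change -0.11, SE 0.02, adjusted p = 0.0018).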

Figure 4a shows the NES of these pathways in HG vs low glucose (LG) and Figure 4c the NES in HG + drugs vs HG. The enrichment plots for the overall *Cell Cycle* pathway show that the vast majority of genes in this pathway were upregulated with HG vs LG (Figure 4b) and downregulated with drugs (Figure 4d).

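Among 174 measured genes of the whole cell cycle, 129 had a higher mean with HG than with NG and 45 a lower one. At an adjusted p under 0.05 from limma, 74 rose and 11 fell (75 and 11 adjusted over the list alone), with a median log2 fold change of 0.09. Compared to HG, 135 had a lower mean with drugs and 39 a higher one, and 20 fell and 0 rose (22 fell adjusted over the list alone; 51 fell and 1 rose at an unadjusted p under 0.05), with a median of -0.05. There were 18 genes that rose with HG and then fell with drugs. The cyclin gene Ccnd2, which promotes entry into the cell cycle, had 176 FPKM in NG, 233 FPKM in HG and 211 FPKM in HG + drugs, with log2 fold changes of 0.40 (SE 0.04, adjusted p = 1.5e-13) and -0.15 (SE 0.04, adjusted p = 0.0078). By camera, the adjusted p for the list was 1.4e-06 with HG and 5.2e-08 with drugs, or adjusted p = 0.22 and 0.18 with an estimated correlation. The running-sum score was 1.97 with HG and -1.89 with drugs.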

**Figure 4.**
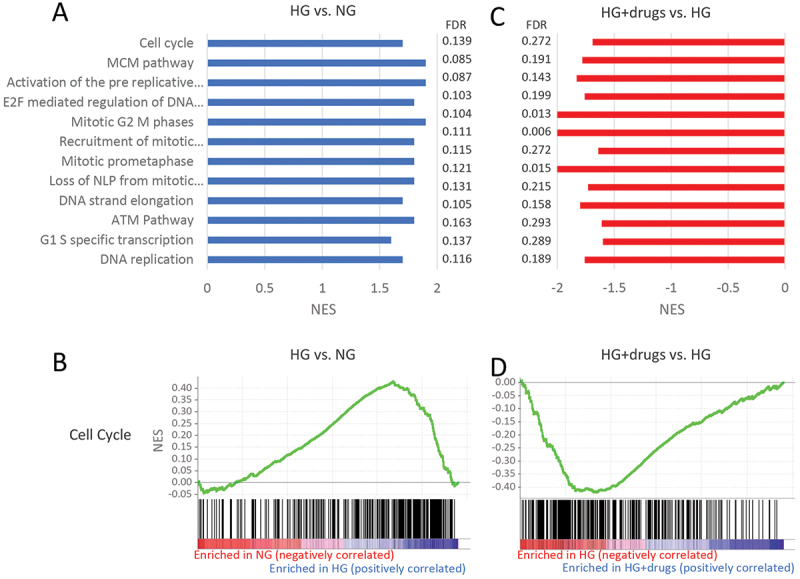
Pathways enriched in HG vs NG and HG + drugs vs HG. NG in the functional classification of *cellular processes/Cell cycle*. (A) Plots indicating pathway enrichment and (B) GSEA plots of representative gene sets. The NES indicates the degree to which the genes in a gene set were overrepresented at the extremes (top or bottom) of a ranked gene list. NES: Normalized Enrichment Score; FDR: false discovery rate; GSEA: gene set enrichment analysis; HG: high glucose.

#### Metabolism pathways

A total of 44 pathways involved in metabolism were upregulated with HG that were involved in a range of different processes (Supplemental Table 1). 

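Several lists of metabolic genes were raised with HG by camera, though many of their members did not pass the threshold. Of 23 measured enzymes of cholesterol synthesis, 17 rose and 1 fell (17 and 1 adjusted over the list alone), with a median log2 fold change of 0.29 (camera adjusted p = 9.6e-08, adjusted p = 0.22 with an estimated correlation). Pmvk, phosphomevalonate kinase, rose from 24.0 to 36.0 FPKM (log2 fold change 0.57, SE 0.07, adjusted p = 4.8e-10) and Idi1, an isomerase of the same pathway, from 23.2 to 35.9 FPKM (0.62, SE 0.09, adjusted p = 3.3e-08). Of 28 measured genes of glutathione metabolism, 18 rose and 1 fell (18 and 1 adjusted over the list alone), with a median of 0.14 (camera adjusted p = 1.1e-05, adjusted p = 0.023 with an estimated correlation). Of 30 measured genes of the TCA cycle and pyruvate dehydrogenase, 11 rose and 2 fell (11 and 3 adjusted over the list alone; camera adjusted p = 0.0042, adjusted p = 0.28 with an estimated correlation). Pdhb, a subunit of pyruvate dehydrogenase, had the smallest adjusted p of these (log2 fold change 0.67, SE 0.06, adjusted p = 2.0e-14). Of 66 measured subunits of oxidative phosphorylation, 28 rose and 3 fell (28 and 3 adjusted over the list alone), with a median of only 0.06 (camera adjusted p = 5.8e-04, adjusted p = 0.50 with an estimated correlation and 0.24 after quantile normalization). Of 33 measured tRNA synthetases and amino acid genes driven by ATF4, 14 rose and 6 fell (14 and 6 adjusted over the list alone; camera adjusted p = 0.018, adjusted p = 0.46 with an estimated correlation and 0.11 after quantile normalization). Asns, asparagine synthetase, rose by a log2 fold change of 0.48 (SE 0.04, adjusted p = 7.8e-17), while Wars, a tRNA synthetase for tryptophan, fell by 0.26 (SE 0.02, adjusted p = 1.8e-13).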

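The list of glycolysis was raised with HG and lowered with drugs. Of 22 measured glycolytic genes, 14 rose and 2 fell with HG (14 and 2 adjusted over the list alone; camera adjusted p = 5.8e-06, adjusted p = 0.11 with an estimated correlation), and 11 fell and 1 rose with drugs (14 and 1 adjusted over the list alone; camera adjusted p = 3.9e-09, adjusted p = 0.027 with an estimated correlation). Pkm, the muscle form of pyruvate kinase, had 1088 FPKM in NG, 1289 FPKM in HG and 1135 FPKM in HG + drugs, with log2 fold changes of 0.24 (SE 0.03, adjusted p = 1.4e-10) and -0.18 (SE 0.03, adjusted p = 8.5e-06). All 11 glycolytic genes lowered by drugs had risen with HG. Cholesterol synthesis was lowered as well, with 6 of 23 down and 0 up (15 down adjusted over the list alone; 16 down and 0 up at an unadjusted p under 0.05; camera adjusted p = 3.3e-08, adjusted p = 0.20 with an estimated correlation). The lanosterol demethylase gene Cyp51 was among them (log2 fold change -0.25, SE 0.06, adjusted p = 0.0016). Of the 9 measured genes of the pentose phosphate pathway, 2 fell and 1 rose (3 and 1 adjusted over the list alone; camera adjusted p = 0.050, adjusted p = 0.20 with an estimated correlation, 0.091 after quantile normalization and 0.087 without the HG and HG + drugs libraries of number 13, chosen after the data were seen). With drugs, 0 of 66 subunits of oxidative phosphorylation rose and 2 fell (0 and 6 at an unadjusted p under 0.05; camera adjusted p = 0.22), and 0 of 30 genes of the TCA cycle rose and 3 fell (3 and 7 at an unadjusted p under 0.05; camera adjusted p = 0.22).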

Treatment with drugs resulted in only five metabolism pathways being downregulated (Supplemental Table 2), four of which were reversing the effect of HG (Figure 5a and d). These pathways all focused on glucose/carbohydrate metabolism. The enrichment plots of the top two pathways, ‘Glucose Metabolism’ and ‘ChREBP2 pathway,*’* show that almost all genes were upregulated with HG (Figure 5b-c) and downregulated with drugs (Figure 5e-f).

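Of 36 measured genes of glucose metabolism, 26 had a higher mean with HG than with NG and 10 a lower one, and 20 rose and 4 fell at an adjusted p under 0.05 from limma (20 and 4 adjusted over the list alone). With drugs 30 had a lower mean than with HG and 6 a higher one, and 14 fell and 1 rose (17 and 1 adjusted over the list alone), each of the 14 after a rise with HG. Gapdh, a glycolytic enzyme often taken as a reference gene, had 3402 FPKM in NG, 4139 FPKM in HG and 3605 FPKM in HG + drugs, with log2 fold changes of 0.28 (SE 0.03, adjusted p = 1.3e-11) and -0.20 (SE 0.03, adjusted p = 6.2e-06). Eno1, enolase, changed by 0.38 (SE 0.03, adjusted p = 3.0e-15) and -0.18 (SE 0.03, adjusted p = 1.2e-04). Slc37a4, the glucose-6-phosphate transporter, instead fell with HG by a log2 fold change of -0.30 (SE 0.02, adjusted p = 1.6e-16) and had -0.02 with drugs (adjusted p = 0.68). This list had a camera adjusted p of 3.0e-05 with HG and 3.9e-09 with drugs, or adjusted p = 0.10 and 0.011 with an estimated correlation. Of 19 measured targets of ChREBP, 16 had a higher mean with HG and 3 a lower one, and 13 rose and 3 fell (13 and 3 adjusted over the list alone). With drugs 16 were lower and 3 higher, and 6 fell and 1 rose (9 and 1 adjusted over the list alone). Pklr, the liver form of pyruvate kinase, went from 60.7 to 89.6 FPKM with HG (log2 fold change 0.56, SE 0.05, adjusted p = 4.1e-13) and to 78.1 FPKM with drugs (-0.21, SE 0.05, adjusted p = 0.0086). For ChREBP targets the camera adjusted p was 1.4e-09 with HG and 1.9e-05 with drugs, or adjusted p = 0.023 and 0.13 with an estimated correlation. Mlxipl, which encodes ChREBP, had 78.9 ± 14.8 FPKM (SD, n = 20) in NG, 85.9 ± 11.8 FPKM (SD, n = 20) in HG and 82.0 ± 13.4 FPKM (SD, n = 19) in HG + drugs (log2 fold change 0.13 with HG, adjusted p = 0.13, and -0.07 with drugs, adjusted p = 0.62).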

**Figure 5.**
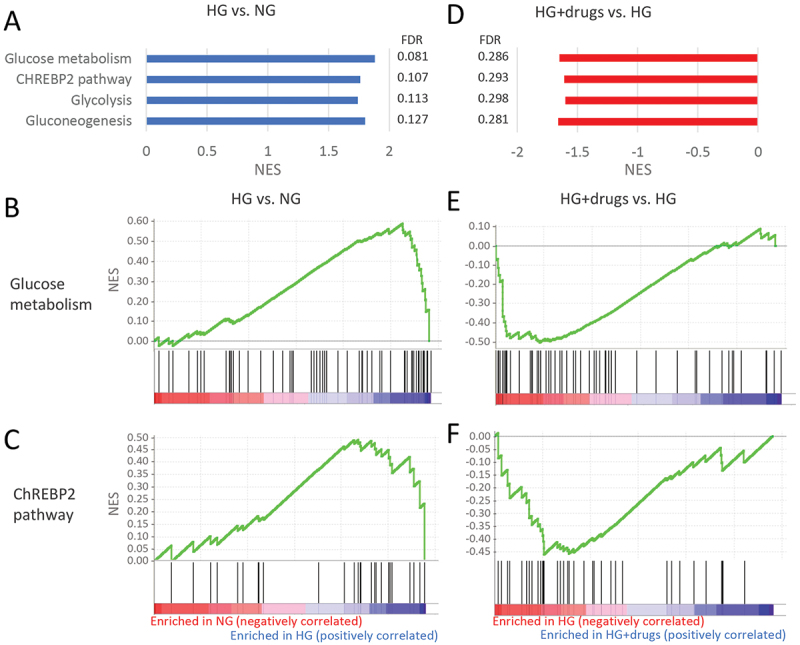
Pathways enriched in HG vs NG and HG + drugs vs HG in the functional classification of *metabolism*. (A) Plots indicating pathway enrichment and (B) GSEA plots of representative gene sets. The NES indicates the degree to which the genes in a gene set were overrepresented at the extremes (top or bottom) of a ranked gene list. NES: Normalized Enrichment Score; FDR: false discovery rate; GSEA: gene set enrichment analysis; HG: high glucose.

#### Signal transduction pathways

A total of 11 pathways involved in signal transduction were upregulated with HG (Supplemental Table 1). Eight pathways were downregulated with drugs (Supplemental Table 2) with two pathways in common, the ‘insulin pathway*’* and the *‘*DARPP 32 events pathway’ (Figure 6a and d). 

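In a list of 23 measured genes of insulin signaling, 5 rose and 6 fell with HG at an adjusted p under 0.05 from limma (5 and 6 adjusted over the list alone), and 2 rose and 2 fell with drugs (2 and 3 adjusted over the list alone). The camera adjusted p was 0.61 with HG and 0.35 with drugs. In the running-sum test the list scored 1.36 with HG (false discovery rate 0.26) and -1.47 with drugs (false discovery rate 0.16). Mapk3, which encodes the kinase ERK1, rose with HG from 121 to 142 FPKM (log2 fold change 0.23, SE 0.02, adjusted p = 1.5e-12) and stood at 132 FPKM with drugs (-0.11, SE 0.02, adjusted p = 0.0015). Sos1, an exchange factor for Ras, rose by a log2 fold change of 0.26 (SE 0.03, adjusted p = 7.2e-12). Ins1 fell from 69154 ± 10457 FPKM (SD, n = 20) in NG to 50971 ± 9483 FPKM (SD, n = 20) in HG (log2 fold change -0.45, SE 0.08, adjusted p = 3.6e-06). It stood at 60583 ± 11255 FPKM (SD, n = 19) with drugs (0.25, SE 0.08, adjusted p = 0.035, or 0.053 over the 19 replicate numbers present in all 3 groups), and its share of reads with Ins2 is uncertain. Quantile normalization, which fixes the top rank that Ins1 holds in each library, gives 0.00 for it in both comparisons. Insr, the insulin receptor gene, had 1.70 ± 0.249 FPKM (SD, n = 20) in NG and 1.72 ± 0.218 FPKM (SD, n = 20) in HG (log2 fold change 0.01, adjusted p = 0.86).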

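In the list for the insulin pathway 15 genes had a higher mean with HG and 8 a lower one, and with drugs 11 were lower and 12 higher. For DARPP32 events, the control of protein phosphatase 1 by the cyclic AMP kinase and its partners, 15 of 23 measured genes had a higher mean with HG and 8 a lower one, and with drugs 18 were lower and 5 higher. At an adjusted p under 0.05 from limma, 9 rose and 2 fell with HG (9 and 2 adjusted over the list alone), and 2 fell and 0 rose with drugs (2 and 0 adjusted over the list alone; 6 fell and 0 rose at an unadjusted p under 0.05). Prkar2b, a regulatory subunit of the cyclic AMP kinase, rose from 25.0 to 33.5 FPKM with HG (log2 fold change 0.41, SE 0.04, adjusted p = 5.9e-13) and stood at 30.1 FPKM with drugs (-0.15, SE 0.04, adjusted p = 0.0092). Ppp2r1b, a scaffold subunit of protein phosphatase 2A, rose by a log2 fold change of 0.26 (SE 0.02, adjusted p = 1.6e-14) and fell by 0.08 with drugs (adjusted p = 0.018). The phosphodiesterase gene Pde4b rose by 0.60 with HG (SE 0.06, adjusted p = 4.7e-12) and had a log2 fold change of -0.15 with drugs (adjusted p = 0.15). Ppp1r1b, which encodes DARPP32 itself, had 6.30 ± 1.20 FPKM (SD, n = 20) in NG, 5.86 ± 1.05 FPKM (SD, n = 20) in HG and 5.51 ± 1.01 FPKM (SD, n = 19) in HG + drugs, with log2 fold changes of -0.09 (adjusted p = 0.35) and -0.08 (adjusted p = 0.59). For DARPP32 events the camera adjusted p was 0.027 with HG and 0.020 with drugs, or adjusted p = 0.25 and 0.24 with an estimated correlation. The call with HG was also lost after quantile normalization (adjusted p = 0.079), among transcripts with a mean of at least 5 FPKM (adjusted p = 0.066) and without the subunits of the cyclic AMP kinase (adjusted p = 0.070), where that with drugs was lost as well (adjusted p = 0.069).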

Again, almost all genes in these pathways were upregulated with HG (Figure 6b-c) and downregulated with drugs (Figure 6e-f).

**Figure 6.**
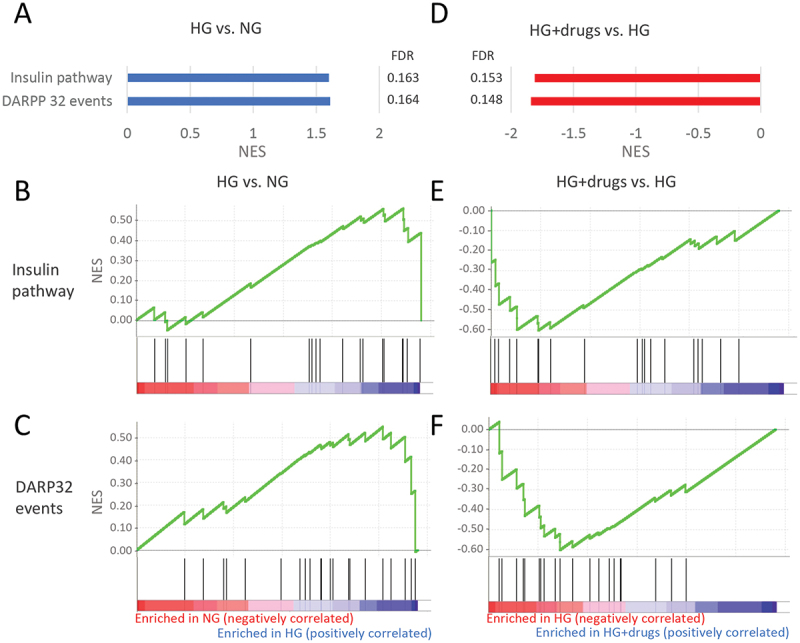
Pathways enriched in HG vs NG and HG + drugs vs HG. NG in the functional classification of *signal transduction*. (A) Plots indicating pathway enrichment and (B) GSEA plots of representative gene sets. The NES indicates the degree to which the genes in a gene set were overrepresented at the extremes (top or bottom) of a ranked gene list. NES: Normalized Enrichment Score; FDR: false discovery rate; GSEA: gene set enrichment analysis; HG: high glucose.

#### Apoptosis

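Genes of cell death moved in both directions with HG. Of 23 measured genes of the Bcl2 family and caspases, 4 rose and 5 fell (4 and 5 adjusted over the list alone; camera adjusted p = 0.72). The proapoptotic gene Bmf rose from 1.76 to 4.82 FPKM (log2 fold change 1.10, SE 0.09, adjusted p = 6.4e-17) and Bak1, another proapoptotic member, from 18.3 to 21.5 FPKM (0.22, SE 0.05, adjusted p = 3.6e-04). The survival gene Bcl2l2 fell by 0.18 (SE 0.04, adjusted p = 2.0e-04). Of 18 measured targets of p53, 7 rose and 2 fell (7 and 2 adjusted over the list alone; camera adjusted p = 0.13, adjusted p = 0.49 with an estimated correlation; adjusted p = 0.0085 by fry, which does not compare a list with other genes). They included Sesn1, which encodes a sestrin induced by stress (log2 fold change 0.36, SE 0.05, adjusted p = 1.2e-09), and Cdkn1a, the cell cycle inhibitor p21 (0.35, SE 0.08, adjusted p = 3.3e-04). Of 22 measured genes of the DNA damage checkpoint, 6 rose and 0 fell (5 and 0 adjusted over the list alone; 10 rose and 0 fell at an unadjusted p under 0.05; camera adjusted p = 0.061, running-sum score 1.74 with a false discovery rate of 0.056). This list was raised without a minimum FPKM (camera adjusted p = 0.030) and after quantile normalization (0.038), but not with an estimated correlation (0.22). Fry gave an adjusted p of 1.7e-06. Gadd45a, which arrests the cell cycle after damage, rose by a log2 fold change of 0.37 (SE 0.06, adjusted p = 5.5e-07).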

There were four pathways significantly enriched in HG in the functional classification of apoptosis (Supplemental Table 1). Two pathways were downregulated with HG + drugs (Supplemental Table 2) with one pathway (‘BAD*’*) in common (Figure 7a and c). Almost all genes in this pathway were upregulated with HG (Figure 7b) and downregulated with drugs (Figure 7d).

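In a list of 22 measured genes around BAD, a proapoptotic Bcl2 protein, 12 had a higher mean with HG and 10 a lower one, and with drugs 15 were lower and 7 higher. At an adjusted p under 0.05 from limma, 9 rose and 4 fell with HG (9 and 4 adjusted over the list alone), and 3 fell and 1 rose with drugs (4 and 1 adjusted over the list alone). The receptor tyrosine kinase gene Kit rose with HG from 55.9 to 76.1 FPKM (log2 fold change 0.44, SE 0.04, adjusted p = 1.5e-14) and stood at 66.0 FPKM with drugs (-0.20, SE 0.04, adjusted p = 4.0e-04). Its ligand gene Kitlg and the kinase subunit gene Prkar2b were the others that rose and then fell. Igf1, a growth factor gene, went the opposite way, from 2.95 ± 1.42 FPKM (SD, n = 20) in NG to 1.09 ± 0.896 FPKM (SD, n = 20) in HG and 2.17 ± 1.05 FPKM (SD, n = 19) in HG + drugs, with log2 fold changes of -0.96 (SE 0.18, adjusted p = 1.6e-05) and 0.64 (SE 0.18, adjusted p = 0.016). Bad itself had 32.9 ± 4.27 FPKM (SD, n = 20) in NG, 33.0 ± 2.86 FPKM (SD, n = 20) in HG and 34.7 ± 3.29 FPKM (SD, n = 19) in HG + drugs, with log2 fold changes of 0.01 (SE 0.05, adjusted p = 0.93) and 0.07 (SE 0.05, adjusted p = 0.37). The camera adjusted p of the list was 0.13 with HG and 0.029 with drugs, or adjusted p = 0.18 with drugs with an estimated correlation. The call with drugs was also lost after quantile normalization (adjusted p = 0.067) and among transcripts with a mean of at least 5 FPKM (adjusted p = 0.080). Without the subunits of the cyclic AMP kinase it was lost as well (adjusted p = 0.104). In the running-sum test the list was called in neither comparison. It scored 1.28 with HG (false discovery rate 0.28) and -1.20 with drugs (false discovery rate 0.42).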

**Figure 7.**
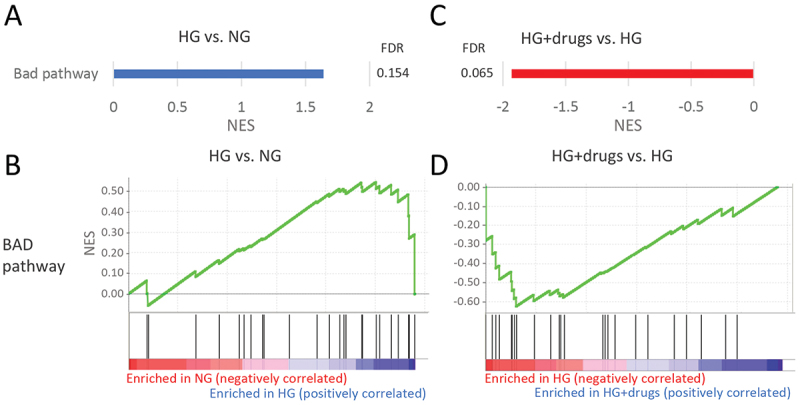
Pathways enriched in HG vs NG and HG + drugs vs HG. NG in the functional classification of *apoptosis*. (A) Plots indicating pathway enrichment and (B) GSEA plots of representative gene sets. The NES indicates the degree to which the genes in a gene set were overrepresented at the extremes (top or bottom) of a ranked gene list. NES: Normalized Enrichment Score; FDR: false discovery rate; GSEA: gene set enrichment analysis; HG: high glucose.

#### Neuronal systems

There were seven pathways significantly enriched in HG in the functional classification of neuronal systems (Supplemental Table 1), two significantly downregulated with HG + drugs (Supplemental Table 2) with one in common (Figure 8a and c). Almost all genes in the *‘*NOS1 pathway*’* were upregulated with HG (Figure 8b) and downregulated with drugs (Figure 8d).

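Nos1, the neuronal nitric oxide synthase gene, had 0.176 ± 0.0653 FPKM (SD, n = 20) in NG, 0.234 ± 0.102 FPKM (SD, n = 20) in HG and 0.191 ± 0.0594 FPKM (SD, n = 19) in HG + drugs, below the minimum mean of 1 FPKM for a test. In a list of 16 measured genes around NOS1, 8 had a higher mean with HG and 8 a lower one, and with drugs 12 were lower and 4 higher. At an adjusted p under 0.05 from limma, 5 rose and 2 fell with HG (5 and 2 adjusted over the list alone), and 1 fell and 0 rose with drugs (1 and 0 adjusted over the list alone; 4 fell and 0 rose at an unadjusted p under 0.05). The member that fell was the cyclic AMP kinase subunit gene Prkar2b, which the lists for DARPP32 events and BAD also hold. Prkar2a, another regulatory subunit, rose with HG by a log2 fold change of 0.13 (SE 0.03, adjusted p = 1.0e-04), while Prkaca, a catalytic subunit, fell by 0.14 (SE 0.03, adjusted p = 1.6e-04). The postsynaptic scaffold gene Dlg4 had log2 fold changes of -0.04 with HG (adjusted p = 0.54) and -0.10 with drugs (adjusted p = 0.15). The camera adjusted p of the list was 0.57 with HG and 0.055 with drugs. In a wider list of 17 measured genes of the postsynaptic side of NMDA receptors, 2 rose and 4 fell with HG and 1 fell and 0 rose with drugs (2 and 4, and 1 and 0, adjusted over the list alone; 3 fell and 1 rose with drugs at an unadjusted p under 0.05; camera adjusted p = 0.89 and 0.50). Camk2a, a calcium-dependent kinase gene, rose from 3.63 ± 0.963 FPKM (SD, n = 20) to 7.57 ± 1.39 FPKM (SD, n = 20) with HG and stood at 4.41 ± 1.90 FPKM (SD, n = 19) with drugs, with log2 fold changes of 0.90 (SE 0.12, adjusted p = 1.1e-08) and -0.74 (SE 0.12, adjusted p = 2.6e-05).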

**Figure 8.**
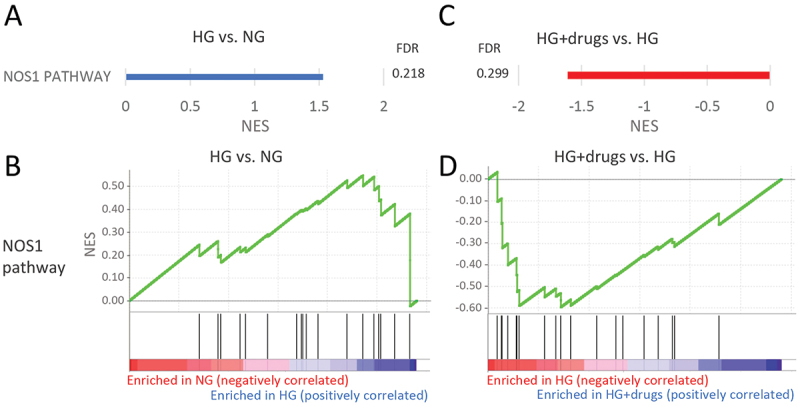
Pathways enriched in HG vs NG and HG + drugs vs HG. NG in the functional classification of *neuronal signaling*. (A) Plots indicating pathway enrichment and (B) GSEA plots of representative gene sets. The NES indicates the degree to which the genes in a gene set were overrepresented at the extremes (top or bottom) of a ranked gene list. NES: Normalized Enrichment Score; FDR: false discovery rate; GSEA: gene set enrichment analysis; HG: High Glucose.

### Discussion

This study attempted to tackle the issue of finding appropriate drug targets for the protection of β-cells in a novel way. We suggest that obtaining a comprehensive view of transcriptional changes associated with β-cell dysfunction and restoration of function, we could identify those pathways that are druggable. Ultimately this information could contribute to drugs that improve β-cell function and survival. The analysis revealed several pathways associated with β-cell function which have important roles in various functions such as cellular processes, metabolism, signal transduction, apoptosis, neuronal systems and human diseases. Interestingly HG induced global upregulation of pathways associated with β-cell function but did not result in downregulation of pathways. 

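The lists lowered by HG by camera, besides the markers of β-cell identity, were genes of NF-κB signaling and replication-dependent histones. Of 8 measured genes of NF-κB signaling and inflammation, 6 fell and 0 rose (7 and 0 adjusted over the list alone; 7 fell and 0 rose at an unadjusted p under 0.05; camera adjusted p = 0.0042, adjusted p = 0.11 with an estimated correlation). Il1r1, the interleukin-1 receptor gene, fell from 88.9 to 63.9 FPKM (log2 fold change -0.47, SE 0.06, adjusted p = 3.8e-09), Nfkb2, a subunit of NF-κB, by a log2 fold change of -0.42 (SE 0.07, adjusted p = 6.9e-07) and the transcription factor gene Irf1 by -0.21 (SE 0.04, adjusted p = 1.0e-04). Of 16 measured histone genes, 10 fell and 0 rose (10 and 1 adjusted over the list alone; 11 fell and 1 rose at an unadjusted p under 0.05; camera adjusted p = 0.011, adjusted p = 0.22 with an estimated correlation). Hist1h2bh fell from 43.9 to 32.9 FPKM (log2 fold change -0.41, SE 0.05, adjusted p = 2.0e-10). Most histone transcripts lack a poly(A) tail, so the library kit captures few of them, and histone genes have close copies. In the running-sum test the score was -1.26 for NF-κB (false discovery rate 0.40) and -1.46 for histones (0.70).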

Further, successful drug treatment only resulted in downregulation of pathways, some of which were reversing the effects of HG. Cellular processes and metabolism were the top functional class identified by HG vs NG analysis, whereas cellular processes and signal transduction were the top functional class regulated in the reversal group. Therefore, the reversal group showed a shift from the metabolic pathways toward signal transduction and other cellular functions.

Many of the gene sets identified by the HG vs NG GSEA analysis did not appear in the HG + drugs vs HG analysis. This is expected as the most important implication of this study was to select out the pathways that are simply regulated by HG from those that are more likely to play a role in the function and health of the β-cell. Thus, it is likely that only those pathways that are vitally relevant to the function and health of β-cell would have been reversed with the successful drug treatment. Moreover, this disparate transcriptional response could also imply that there may be some differences in the mechanisms that lead to the induction of β-cell dysfunction compared to the reversal of dysfunction, or in other words, the drug combination may have acted on the cells in a different way to improve cell function and viability. However, some of the pathways are also common in both analyses suggesting the drugs may had some direct effects to reverse pathways altered by HG.

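Transcript by transcript, 408 were raised by HG and lowered by drugs, 85.4% of those that drugs lowered, and 359 were lowered by HG and raised by drugs, 80.7% of those that drugs raised. Independent calls of the same numbers would share 86.8 and 97.8 transcripts. In 100 simulations of unchanged groups that used the same HG libraries, 0 transcripts were shared in each direction, but such groups give few calls, so this does not show how far the shared libraries add to an overlap of real calls. With the HG libraries divided so that none served both comparisons, the means over 20 divisions were 100.4 and 59.0, against 13.9 and 10.6 for independent calls. C1galt1, a glycosyltransferase gene, was among those most clearly raised and then lowered, with 18.7 ± 1.63 FPKM (SD, n = 20) in NG, 31.9 ± 3.37 FPKM (SD, n = 20) in HG and 24.3 ± 2.56 FPKM (SD, n = 19) in HG + drugs (adjusted p = 2.3e-22 and 1.3e-08 from limma). So were the adhesion molecule gene L1cam, the fatty acid binding protein gene Fabp5 and Stmn1, which encodes the microtubule regulator stathmin, with log2 fold changes of 0.55, 1.06 and 0.28 with HG and -0.40, -0.40 and -0.19 with drugs. In the opposite direction, Npy, the neuropeptide Y gene, had 346 ± 45.6 FPKM (SD, n = 20) in NG, 182 ± 19.1 FPKM (SD, n = 20) in HG and 239 ± 36.2 FPKM (SD, n = 19) in HG + drugs (adjusted p = 7.3e-21 and 4.0e-06). Scarb1, the receptor for high-density lipoprotein, and the motor gene Myo10 had log2 fold changes of -0.27 and -0.39 with HG and 0.18 and 0.25 with drugs. With a term for each replicate number in the fit, the overlaps were 848 and 791 transcripts. Of the 408 and 359 transcripts without that term, 232 and 154 still differed from NG in HG + drugs. Only 2 transcripts were raised in both comparisons and 4 lowered in both. From the pathways that changed in both comparisons the paper proposes that the drugs may have acted directly on some of the changes made by HG, and from those that did not that induction and reversal of dysfunction may differ in mechanism.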

### HG upregulation of cell cycle is reversed with drug treatment

*‘*Cellular Processes/Cell Cycle*’* was the most highly represented functional class among both analysis (HG vs NG and HG + drugs vs HG). The majority of these pathways are associated with cell division, proliferation and survival. Several of these pathways were upregulated in the HG phenotype which have previously known functions in β-cell proliferation and insulin secretion.^42–45^ The upregulation of these pathways suggests that β-cells are attempting to enter the cell cycle, possibly to expand mass to compensate for the demands of hyperglycemia. A similar effect is seen in response to an insulin resistant state such as obesity or pregnancy, where β-cell mass expands to adjust with the increased insulin demand partly due to β-cell proliferation.^46–48^ Multiple cell cycle pathways were restored with drugs suggesting that the increased demand may be partially restrained.

### HG upregulation of metabolism is partially reversed with drug treatment

The second major functional class identified by our study was *‘*Metabolism.*’* This is expected as β-cells are highly metabolically active and hyperglycemia has previously been shown to alter the expression of genes involved in multiple metabolic pathways from normal β-cell glucose metabolism.^26,49–52^ There were also several pathways upregulated by HG involved in gene expression (involving PGCA1 and RNA polymerase III) as well as overall RNA and protein metabolism. This is consistent with the large transcriptional changes that were observed in HG vs NG and also indicates an increase in protein production in response to these changes. This could also indicate increased protein synthesis for growth in response to HG.^53^ 

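Lists of protein synthesis genes were raised with HG by small amounts. Of 78 measured ribosomal protein genes, 58 rose and 0 fell (63 and 0 adjusted over the list alone; 63 rose and 0 fell at an unadjusted p under 0.05), with a median log2 fold change of 0.12 (camera adjusted p = 4.0e-11, adjusted p = 0.38 with an estimated correlation). After quantile normalization the median was 0.02 and the adjusted p 0.28, so the size of this rise depends on the scaling. Rps18 rose from 2693 to 3246 FPKM (log2 fold change 0.27, SE 0.04, adjusted p = 8.3e-09) and Rpsa from 546 to 624 FPKM (0.19, SE 0.03, adjusted p = 2.3e-06), and both families have processed copies in the genome that can share reads. With drugs 0 of the 78 rose and 0 fell (0 and 2 at an unadjusted p under 0.05; camera adjusted p = 0.88). Of 29 measured translation initiation factors, 10 rose and 0 fell with HG (9 and 0 adjusted over the list alone; 10 rose and 0 fell at an unadjusted p under 0.05; camera adjusted p = 0.0066, adjusted p = 0.28 with an estimated correlation and 0.14 after quantile normalization). Eif4h rose among them (log2 fold change 0.13, SE 0.02, adjusted p = 2.8e-08). With drugs 0 rose and 0 fell (1 and 3 at an unadjusted p under 0.05; camera adjusted p = 0.47). Ppargc1a, which encodes the coactivator PGC-1α, rose from 1.94 ± 0.599 FPKM (SD, n = 20) in NG to 2.62 ± 0.730 FPKM (SD, n = 20) in HG (log2 fold change 0.30, SE 0.09, adjusted p = 0.0038) and had 2.27 ± 0.561 FPKM (SD, n = 19) with drugs (-0.14, SE 0.09, adjusted p = 0.36).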

Importantly, there were increases in pathways involving glucose metabolism, as would be expected under HG conditions. Moreover, pathways associated with fatty acid and triglyceride biosynthesis and metabolism of lipids and lipoproteins, were also upregulated validating previous studies showing an adaptive response of chronic exposure of β-cells to HG by inducing glycolytic and lipogenic genes in conjunction with glycogen and triglyceride deposition, as well as increased anaplerosis and altered lipid partitioning.^54^

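Of 20 measured enzymes of fatty acid synthesis, 13 rose and 0 fell with HG (13 and 0 adjusted over the list alone, and at an unadjusted p under 0.05), with a median log2 fold change of 0.16 (camera adjusted p = 3.4e-08, adjusted p = 0.034 with an estimated correlation). Acaca, acetyl-CoA carboxylase, rose from 16.5 to 37.5 FPKM (log2 fold change 1.14, SE 0.05, adjusted p = 9.0e-27), Acly, ATP citrate lyase, from 565 to 843 FPKM (0.58, SE 0.04, adjusted p = 2.0e-19) and Scd, stearoyl-CoA desaturase, from 112 to 158 FPKM (0.50, SE 0.04, adjusted p = 6.2e-16), each in 20 of 20 replicate numbers. With drugs 6 of the list fell and 0 rose (10 and 1 adjusted over the list alone; 11 fell and 1 rose at an unadjusted p under 0.05; camera adjusted p = 1.9e-05, adjusted p = 0.13 with an estimated correlation). Acaca and Acly fell to 31.5 and 724 FPKM, with log2 fold changes of -0.25 (SE 0.05, adjusted p = 7.2e-04) and -0.23 (SE 0.04, adjusted p = 4.9e-05). Acss2, which makes acetyl-CoA from acetate, rose by 0.64 with HG (SE 0.05, adjusted p = 3.9e-17) and fell by 0.26 with drugs (SE 0.05, adjusted p = 2.5e-04). Genes of triglyceride synthesis and turnover were mixed. Of 20 measured, 5 rose and 4 fell with HG (5 and 4 adjusted over the list alone; camera adjusted p = 0.28; running-sum score 1.31 with a false discovery rate of 0.28), and 0 rose and 0 fell with drugs (1 and 3 at an unadjusted p under 0.05; camera adjusted p = 0.47). Those raised included Gpd1, glycerol-3-phosphate dehydrogenase (log2 fold change 0.74, SE 0.12, adjusted p = 4.3e-07), Lpin1, a phosphatidate phosphatase (0.62, SE 0.07, adjusted p = 2.4e-10), and Plin2, a coat protein of lipid droplets (0.29, SE 0.05, adjusted p = 8.3e-07).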

Surprisingly, compared to the number of metabolic pathways affected with, only a fraction of metabolic pathways were reversed with the drugs. This could suggest that the upregulation of several metabolic pathways in the HG vs LG group associated with metabolism could be mainly due to the orchestration of general effects of HG rather than its actual role in the pathology of the disease. Thus, drugs that target these pathways may not be greatly beneficial in treating β-cell dysfunction. However, the reversal of some metabolic pathways with HG + drugs treatment suggests that the drugs that can improve β-cell function could eventually restore the dysfunctionality in metabolism caused by HG. This is crucial information as to our knowledge no previous studies have demonstrated the effect of the reversal of dysfunction on these pathways. Thus, although metabolism has been demonstrated to be uniquely important in β-cell function,^26^ our data suggest that there may be other functional pathways which may play a greater role in improving β-cell function than the previously appreciated metabolic pathways. Moreover, Webb et al., in their study to identify genes involved in insulin secretion and synthesis by pancreatic β-cells, suggested that glucose metabolism may play a lesser role in improving β-cell function,^26^ which concurs with our current findings. Overall, while several studies have focused on identifying targets to modify changes in the metabolic pathways in diabetes,^55^ our study demonstrates that targeting metabolic pathways may not be an ideal way to improve β-cell function and viability.

### HG upregulation of signal transduction is partially reversed with drug treatment

Our study demonstrated that several ‘signal transduction pathways’ were also upregulated with HG treatment mainly involved in β-cell insulin secretion, cell differentiation, proliferation and survival. The upregulation of these pathways in our HG treated group suggests a possible attempt of these cells to maintain appropriate β-cell mass, insulin production and survival in response to hyperglycemia. However, only ‘Insulin Pathway’ and ‘DARPP32 Events’ were reversed with our drug treatment. The reversal of these pathways with our drug treatment suggests that these pathways are druggable and can be possible targets to improve β-cell and viability. The insulin pathway is not just crucial for insulin exocytosis but is also a positive regulator of β-cell mass and is equally crucial for protection against β-cell apoptosis.^56^ Similarly, *‘*DARPP 32 events pathway is a key component of the insulin signaling pathway which is responsible for bridging the initial insulin-stimulated phosphorylation cascade with the ultimate dephosphorylation of insulin sensitive substrates.^57^ However, there is little information available for the DARPP32 pathway in β-cells. DARPP32 (dopamine- and cyclic-AMP-regulated phosphoprotein) is a neuronal phosphoprotein, which is an inhibitor of protein phosphatase 1 (PP1). The presence of DARPP32 in β-cell has been previously studied by Lilja et al., where they indicated its potential role in the regulation of PP1 activity in pancreatic β-cell stimulus-secretion coupling.^58^ However, it is still unclear how this plays a role in β-cell function. Hence our study proposes a likely role of DARPP32 events pathway in the restoration of β-cell function which warrants further investigation.

### HG upregulation of the pro-apoptotic BAD pathway is reversed with drug treatment

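Lists of cellular stress genes did not pass the threshold of camera with HG under the settings used throughout, but 3 of them did in other settings. Of 32 measured chaperones and enzymes of the endoplasmic reticulum, 13 fell and 2 rose (14 and 2 adjusted over the list alone; camera adjusted p = 0.061, adjusted p = 0.49 with an estimated correlation). The list was lowered by camera after quantile normalization (adjusted p = 0.0021), without a minimum FPKM (0.027) and with a term for each replicate number (0.018). It was also lowered with sets of 15 sample numbers as a term (0.049) and with FPKM summed per symbol, a setting chosen after the data were seen (0.048). By fry, which does not compare a list with other genes, the adjusted p was 0.0025. Sdf2l1, a target of the unfolded protein response, fell from 24.5 to 14.7 FPKM (log2 fold change -0.71, SE 0.10, adjusted p = 3.0e-08) and stood at 19.8 FPKM with drugs (0.41, SE 0.10, adjusted p = 0.0051), while P4hb, a protein disulfide isomerase, rose from 594 to 725 FPKM (0.29, SE 0.02, adjusted p = 1.1e-16). Of 15 measured heat shock genes, 2 rose and 4 fell (2 and 4 adjusted over the list alone; camera adjusted p = 0.68). Of 23 measured genes of oxidative stress and NRF2, 6 rose and 3 fell (6 and 3 adjusted over the list alone; camera adjusted p = 0.061, adjusted p = 0.42 with an estimated correlation). This list was raised by camera among transcripts with a mean of at least 5 FPKM (adjusted p = 0.031), without a minimum (0.016) and with a term for each replicate number (0.042), and fry gave 6.8e-04. Of 20 measured genes induced by hypoxia, 7 rose and 2 fell (7 and 2 adjusted over the list alone; camera adjusted p = 0.065, or 0.024 without a minimum FPKM, and adjusted p = 0.64 with an estimated correlation). Txnip, an inhibitor of thioredoxin that responds to glucose, rose from 112 to 252 FPKM (log2 fold change 1.20, SE 0.10, adjusted p = 4.5e-15) and stood at 196 FPKM with drugs (-0.39, SE 0.10, adjusted p = 0.0097). Prdx2, a peroxiredoxin gene, rose by 0.27 (SE 0.03, adjusted p = 1.3e-13), and the metallothionein gene Mt2A, also of the list of oxidative stress, had 4.32 ± 1.31 FPKM (SD, n = 20) in NG, 1.48 ± 0.932 FPKM (SD, n = 20) in HG and 3.30 ± 2.35 FPKM (SD, n = 19) in HG + drugs.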

Our study also showed that cellular stress and apoptosis pathways were upregulated under the HG condition. These pathways have been heavily studied in β-cell dysfunction.^59–63^ In T2D, β-cell mass is progressively decreased due to an increase in apoptosis.^59,63–65^ Hence, identification of pathways involved in cellular stress and apoptosis and targeting them with drugs could improve cell viability and thereby delay the progression of T2D. This study identified one pathway which was reversed with drug treatment, ‘BAD,’ suggesting that this pathway could perhaps be a potential target for improving cell viability. BAD, a proapoptotic Blc2 protein, has been considered as a multifunctional protein which could modulate both cell survival and cell death pathways.^66^ In pancreatic β-cells, BAD has been shown to have physiological role in the regulation of insulin secretion and β-cell mass.^67^ However, under HG condition, *Bad* expression is significantly upregulated.^68^ Moreover, evidence suggests that BAD plays an important role in HG-induced β-cell death in cultured human islets.^69^ The reversal of the BAD pathway with our drug treatment possibly suggests the druggability of the pathway for improving β-cell health.

### HG upregulation of neuronal system, NOS1 pathway, is reversed with drug treatment

Lastly, our study showed the NOS1 pathway was significantly upregulated with HG and successfully reversed with the drug treatment. NOS1 (also known as nNOS) has previously shown to have important role in normal β-cell function.^70^ Inhibition of NOS1 has shown to increase ER stress and activate JNK, therefore activation of NOS could protect β-cells from stress and apoptosis induced by glucolipotoxicity.^65^ Hence, upregulation of *‘*NOS1 pathway’ with HG in our study could represent an adaptive response to glucotoxicity. This is supported by a previous study that demonstrated that NOS1 activation in glucolipotoxic condition is an adaptive response to protect β-cells from stress and apoptosis.^65^ Hence, modulation of the NOS1 pathway could possibly be beneficial for restoring β-cell viability/health.

## Conclusions

Our GSEA analysis between control groups (HG vs NG) identified many known pathways, which validated the applicability of our cell model to human disease and the directionality of our current study. This group is important in providing clues to the pathogenesis of human T2D and may be of predictive value in efforts aiming at conferring β-cell protection against apoptosis, impaired regenerative capacity, and functional suppression occurring in diabetes. However, the novelty of this study was the inclusion of the reversal group (HG + drugs) that could provide valuable information on the pathways which can actually be modified by and targeted with drugs. The most interesting findings of this study were the conflicting evidence to the previous studies that focus on the metabolic pathways to restore insulin secretion and β-cell function. Features we found to be associated with restoration of β-cell function do not directly link to the metabolic pathways, instead we believe the alteration in the metabolic pathways could be a separate effect due to the prolonged hyperglycemic condition.

Moreover, our study demonstrated the genome-wide integration of β-cell function at the level of transcript abundance and validates the efficacy of expression profiling in identifying gene sets/pathways involved in β-cell dysfunction and reversal of dysfunction. Overall, the described results demonstrate the widespread integration of important biological processes in β-cells and illustrates the complex dynamics of whole-cell adaptation to changes in glucose levels and the possibility of reversing this effect using drug treatments. Additionally, these findings demonstrating reversible pathways that are associated with resorted β-cell function may provide clues to the pathogenesis and possible drug targets for human T2D.

## Supplementary Material

Supplemental Material

# Supplementary material for: Identification of reversible and druggable pathways to improve beta-cell function and survival in Type 2 diabetes
**Source:** Islets. 2023 Jan 29;15(1):2165368. doi: 10.1080/19382014.2023.2165368
**Supplement:** Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

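RNA from INS-1E cells was sequenced in 59 libraries, with 20 from NG, 20 from HG and 19 from HG + drugs (replicate 16 of HG + drugs is not analysed here). The libraries were made with a TruSeq RNA v2 kit and read on an Illumina HiSeq. According to the authors, reads were trimmed with FASTQ Toolkit after FastQC, aligned to build rn5 of the rat genome in TopHat with Bowtie, and assigned to RefSeq transcripts in Cufflinks 2, which gave the FPKM values that they deposited. The deposited FPKM cover 18331 transcripts, of which 17841 are coding and 490 are not, under 17031 symbols.

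Transcript accessions were matched to a later RefSeq table of the rat genome (GRCr8). Of them, 17263 matched and 14331 had the same symbol, and the symbols of the authors were kept. A spreadsheet had turned 28 names into numbers, and 27 of these were recovered through their accessions. The depth was derived from the spacing of low FPKM values as 6.95 to 10.3 M reads per library (median 8.61). FPKM was not transformed further than log2(FPKM + 1).

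The 10660 transcripts with a mean of at least 1 FPKM over all libraries were tested in limma 3.58.1 (R 4.3.3) with trend and robust options and the 3 groups in 1 fit. The contrasts were HG against NG, HG + drugs against HG and HG + drugs against NG, each with Benjamini-Hochberg adjustment and a threshold of 0.05. Of 54 gene lists written by hand, 50 had at least 5 measured members and were tested with camera (preset correlation 0.01) and, as alternatives, with camera on an estimated correlation, fry, and a running-sum score with 100 permutations of the labels. Counts of list members past the threshold are given after adjustment over all transcripts and over the list alone. Library scores were computed on log2(FPKM + 1) without the libraries of the same replicate number and compared with permutation tests of 100000 resamples. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

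Genes named in the text were chosen by a rule set before the data were examined. It takes the 10 largest rises and falls in each comparison, the 10 clearest raised by HG and lowered by drugs and the 10 clearest in the opposite direction, up to 4 members of each list with the smallest adjusted p in each comparison, and the genes that the paper names.

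The procedure was tested on simulated data with the same 10660 transcripts. Of 50 transcripts raised or lowered at each size, 80%, 96%, 98% and 100% were recovered at log2 fold changes of 0.25, 0.5, 1 and 2, and 13 unchanged transcripts were called with HG. The noise was drawn independently for each transcript, so transcripts that vary together were not simulated. Without any reversal, the correlation of the comparisons was -0.22 with shared HG libraries and 0.02 with divided ones, and 50.9% was estimated where 0.5 of each change was undone.

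Alternatives were a pseudocount of 0.1, no filter on low values, a minimum of 5 FPKM, a minimum interquartile range of 0.25, median-ratio scaling, quantile normalization, a replicate block, sets of 15 consecutive sample numbers as a term or alone, only the replicate numbers with all 3 groups, and lists without subunits of the cyclic AMP kinase. After the data were seen, FPKM summed per symbol, the exclusion of transcripts under 300 bases, the removal of a length trend in each library and the exclusion of the HG and HG + drugs libraries of number 13 were added. Secretion and caspase activity data were left out because no processed values were available for them, and 4 lists of markers of other cell types had too few measured members for a test.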

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

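The tests of the transcript length trend and of the share undone in each list were chosen only after the result was seen. The paper reports on gene sets raised by HG or lowered by drugs, so sets that moved in the opposite directions, and the counts of the next paragraph, lie outside the sets it discusses. The return toward NG in the last paragraph is among the results that it reports.

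With HG, 2342 transcripts were lowered, and with drugs 445 were raised. Between HG + drugs and NG, 2910 transcripts differed. In 100 splits of the libraries into groups of the same sizes, the real one included, only the real split (1 of 100) called as many transcripts in each comparison. The real split and the highest other gave 4278 and 927 transcripts with HG, 923 and 114 with drugs, and 2910 and 7 between HG + drugs and NG. A share of 1 in 100 is the smallest that this test can give, so it argues against chance for these totals without excluding it. The 2342 lowered and the 445 raised transcripts were not tested separately.

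Markers of β-cell identity were lowered by HG (camera adjusted p = 5.85e-06) and raised by drugs (0.00370). Replication-dependent histones (0.0108) and genes of NF-κB signaling (0.00415) were lowered by HG, and fatty acid oxidation was raised by drugs (0.00636). With an estimated correlation these calls were lost (adjusted p = 0.201 for β-cell identity with drugs, 0.220 for histones, 0.113 for NF-κB and 0.201 for fatty acid oxidation), except that of β-cell identity with HG (0.0375). With HG, 22 lists moved, and in 3 of 100 splits as many did, with up to 23 in another split. With drugs 20 lists moved in the real split (1 of 100) and at most 18 in another.

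More transcripts fell than rose with HG. With FPKM summed per symbol, lowered genes stayed at 54.9% of the calls. Only 932 of 17031 symbols have several entries, so summing could change few calls and does not decide on isoform assignment. Lowered transcripts made up 49.7% of the calls under median-ratio scaling and 49.2% with the length trend removed. Both settings move the median of all transcripts toward 0, which by itself evens out rises and falls, so scaling of the deposited FPKM and a length trend stay open and cannot be told apart from a true excess of falls. For length itself, the shortest 20% of transcripts lay only 0.0239 above the longest 20% on the log2 scale, but the median of all transcripts was just -0.02, so the bound of 0.05 set for this test was too wide to decide.

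Fold changes with drugs ran against those with HG. Shared HG libraries are argued against as the whole cause by a correlation of -0.41 with none shared, a few libraries by a lower score in 18 of 19 replicate numbers, and sequencing sets in label order by a difference of at least -0.154 toward NG in each set. The overlaps of 408 and 359 transcripts were reached by 1 of 100 splits, the real one, against 1 transcript at most in any other, but other splits call few transcripts in either comparison, so this adds nothing on reversal. A partial reversal by the drugs may explain the pattern, as a hypothesis found and tested on the same data, and which of the 3 drugs would account for it was not tested.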

How the results depend on the processing

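FPKM summed per symbol, the exclusion of transcripts under 300 bases, the removal of a length trend and the exclusion of the HG and HG + drugs libraries of number 13 were chosen only after the data were seen. Apart from the settings below, counts of changed transcripts ranged from 3555 to 5435 with HG, 666 to 1255 with drugs and 2450 to 4103 between HG + drugs and NG. The overlaps ranged from 315 to 511 and from 249 to 507, the mean score with drugs from 0.612 to 0.655 and the share undone from 32.7% to 37.2%. Among alternatives set earlier, 1084 of 1200 values of lists and 4459 of 4630 of named genes kept their direction and side of the threshold, 71 and 44 lost a call, 45 and 122 gained one and 5 genes reversed. The reversals came with HG under quantile normalization, for Ins1 (0.00, fixed by its top rank), Hsp90ab1 (-0.017), Rplp0 (-0.015), Ppia (-0.10) and Rps23 (-0.00135).

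With a minimum interquartile range of 0.25, which tests fewer transcripts, 1655, 556 and 1244 changed. In sets of 15 sample numbers alone, with fewer libraries, limma called 920, 953, 1100 and 1599 transcripts with HG and 93, 22, 0 and 0 with drugs (1163, 783, 433 and 998 at an unadjusted p under 0.05). Camera with an estimated correlation moved 4 lists with HG and 3 with drugs, and fry 36 with HG. The correlation of the comparisons was -0.59 with a pseudocount of 0.1, -0.67 summed per symbol, -0.70 without transcripts under 300 bases and -0.67 without the libraries of number 13. With divided HG libraries it was -0.30, -0.46, -0.54 and -0.44 in these settings, -0.39 without a filter and -0.43 at 5 FPKM. The cause was not tested.

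A replicate block called 2096 transcripts with drugs and overlaps of 848 and 791, and by camera also the chaperones of the endoplasmic reticulum (adjusted p = 0.0182) and NRF2 genes (0.0415) with HG and oxidative phosphorylation (0.0232) with drugs. Sample numbers run through NG, HG and HG + drugs within each replicate number. For secretion and apoptosis the paper draws each independent experiment as a line. Even so, neither the paper nor the labels say that libraries of equal number share an experiment. Their deviations correlated by 0.139 on average within a number (-0.09 to 0.37; above 0.1 in 38 of 58 pairs), and 27 of 59 libraries lay closest to one of their own number. Within sets the mean was 0.017 and between sets -0.033. At about 8.61 M reads per library, changes in transcripts near 1 FPKM are limited by few reads.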

Differences from the paper's values

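Both main differences concern the direction of gene sets, for which hand-written lists stand in, so the counts are not of the same sets. The paper reports 0 gene sets lowered by HG at its false discovery rate, while camera lowered 3 lists at an adjusted p under 0.05. Of the alternatives set before the data were examined, the running-sum score (0 lists at a false discovery rate under 0.25) has the paper's value, and the others do not (1 to 7 lists, with 1 for camera with an estimated correlation). The paper reports 0 gene sets raised by drugs, while camera raised 2. The running-sum score (0 at a false discovery rate under 0.3) and camera with an estimated correlation (0) have the paper's value, and the others do not (2 to 4).

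The paper states that nearly all genes of its insulin, DARPP32, BAD and NOS1 sets were higher with HG and lower with drugs. In the lists here, 15 of 23, 15 of 23, 12 of 22 and 8 of 16 genes were higher with HG, and 11, 18, 15 and 12 were lower with drugs. It states the same of glucose metabolism and ChREBP, where 26 of 36 and 16 of 19 were higher with HG and 30 and 16 lower with drugs, and of most genes of the cell cycle, where 129 of 174 were higher with HG and 135 lower with drugs.

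The paper reports the insulin, BAD and NOS1 pathways and triglyceride synthesis among those raised by HG. Camera did not call these lists (adjusted p = 0.605, 0.129, 0.571 and 0.279). Fry, which does not compare a list with other genes, called BAD (1.4e-05) and triglyceride synthesis (3.7e-04). With an estimated correlation none of the 4 was called (adjusted p = 0.690, 0.285, 0.690 and 0.373). The running-sum score called none of the 4 (false discovery rates 0.259, 0.281, 0.965 and 0.284). With drugs, the paper reports the insulin and NOS1 pathways as lowered, and camera called neither (0.347 and 0.0549). The running-sum score called the insulin list (-1.47, false discovery rate 0.162). The NOS1 list was called by fry (0.0236) and by camera without a filter (0.0208), with median-ratio scaling (0.0464), with a replicate block (0.0241), with the 19 complete replicate numbers (0.0382) and, in a setting chosen after the values were seen, with the length trend removed (0.0428), but not with an estimated correlation (0.267).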

Other observations

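The tests of the share undone and of exchanged labels were chosen after the result was seen.

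Of 7 genes, 6 for AMPK subunits and Stk11 for the kinase that activates AMPK, 1 rose and 0 fell with HG, and 0 changed with drugs by limma (0 at an unadjusted p under 0.05; camera adjusted p = 0.369). Of 19 Wnt genes, 3 rose and 3 fell with HG, and 3 fell with drugs. Of 14 genes of matrix and integrins, 5 rose and 3 fell with HG, and 2 fell with drugs. Of 20 genes of MAPK feedback, 4 rose and 3 fell, and 2 fell with drugs. Of 13 clock genes, 3 rose and 4 fell, and 1 fell with drugs. Of 11 genes of dedifferentiation or disallowed in β-cells, 1 rose and 3 fell, and 1 fell with drugs. Of 32 genes of insulin granules and secretion, 8 rose and 13 fell, and 5 rose and 2 fell with drugs. Of 13 housekeeping genes, 3 rose and 1 fell, and 1 fell with drugs. Of 6 subunits of the cyclic AMP kinase, 4 rose and 1 fell, and 1 fell with drugs. Of 12 G1 regulators, 3 rose and 3 fell, and 1 fell with drugs. Of 17 interferon response genes, 2 rose and 9 fell, and 1 rose with drugs. Camera with its preset correlation and a minimum of 1 FPKM called none of these lists in either comparison. Without a minimum it called interferon response genes lowered with HG (adjusted p = 0.0296). Fry, which does not compare a list with other genes, called matrix and integrins, insulin granules, interferon response and the kinase subunits with HG, and the last 2 with drugs. The running-sum score called the Wnt list in both comparisons and clock genes and kinase subunits with drugs, of which the Wnt list with HG and the kinase subunits had p = 0.068 and 0.080. With an estimated correlation none was called in either comparison.

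The HG library of number 13 had the lowest score of its group and the HG + drugs library of that number the highest (0.705 and 0.978), and whether their labels had been exchanged was tested along the part of the drug effect that is at right angles to the change with HG, computed without this number. HG + drugs minus HG was -0.202 in number 13, against 0.289 ± 0.202 (SD, n = 18) and above 0 in 18 of 18 other numbers. The HG library (0.683) lay nearer to the mean of the other HG + drugs libraries (0.545) than to that of the other HG libraries (0.234), as an exchange needs, but so did the HG + drugs library (0.481), so an exchange stays open.

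Among lists of other cell types, there were 2 measured members for exocrine and ductal cells (Krt8, Krt18), 3 for fibroblasts (Pdgfra, Thy1, S100a4) and 2 for leukocytes and endothelium (C1qa, Kdr). Krt8 fell with drugs (log2 fold change -0.15, adjusted p = 0.00597) and Thy1 rose (0.15, adjusted p = 0.0263).

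The lists for BAD and DARPP32 events share subunits of the cyclic AMP kinase, and whether these made them lower with drugs was tested. Without them the mean log2 fold change kept 0.975 of its size in the list where it kept less, which argues against the subunits as the cause of the lower mean. The mean went from -0.0442 to -0.0434 for BAD and from -0.0433 to -0.0422 for DARPP32 events. Both camera calls were lost, as the adjusted p went from 0.0293 to 0.104 and from 0.0199 to 0.0685. With 16 and 17 members left of 22 and 23, whether fewer members or the loss of falling subunits such as Prkar2b did this was not tested.

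That drugs undid the same share of the change with HG in every list was tested. By camera 15 lists departed from the mean share, which argues against it. With an estimated correlation only NF-κB signaling and centrosome did (adjusted p = 0.0338 each), with shares undone of -15.3% and 107%, where the NF-κB list itself did not pass camera with drugs (adjusted p = 0.362). The other 13 did not depart with an estimated correlation (adjusted p = 0.161 to 0.648). Their shares undone ran from -205% for oxidative stress and 0.336% for ribosomal proteins to 82.9% for hypoxia and 335% for targets of cyclic AMP. The shares for oxidative stress, targets of cyclic AMP and centrosome divide by mean log2 fold changes with HG of only 0.031, 0.034 and 0.039. Camera did not call these lists with HG (adjusted p = 0.061, 0.71 and 0.061), so the size of these shares is not reliable.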
